# MNX1-AS1, a c-Myc induced lncRNA, promotes the Warburg effect by regulating PKM2 nuclear translocation

**DOI:** 10.1186/s13046-022-02547-3

**Published:** 2022-12-07

**Authors:** Yang Wu, Yichun Wang, Hanhui Yao, Heng Li, Fanzheng Meng, Qidong Li, Xiansheng Lin, Lianxin Liu

**Keywords:** MNX1-AS1, c-Myc, PKM2, EGF, Warburg effect

## Abstract

**Background:**

Altered glycolysis is the most fundamental metabolic change associated with the Warburg effect. Some glycolytic enzymes such as PKM2, the dominant pyruvate kinase in cancer cells, have been shown to engage in non-glycolytic functions that contribute to tumor metabolism. However, the precise mechanisms are not completely understood.

**Methods:**

The role of MNX1-AS1 in hepatocellular carcinoma progression was assessed both in vitro and in vivo. Northern blotting, RNA pulldown, mass spectrometry, RNA-binding protein immunoprecipitation, ChIP, luciferase reporter assays, RNA FISH and immunofluorescence staining were used to explore the detail molecular mechanism of MNX1-AS1 in hepatocellular carcinoma (HCC).

**Results:**

Here we dissect how MNX1-AS1, a long non-coding RNA (lncRNA), reinforces the Warburg effect through facilitating the non-glycolytic actions of PKM2 in the cell nucleus. We found that MNX1-AS1 expression was frequently overexpressed in HCC-derived cell lines and tissues compared to their normal hepatic cell counterparts, a finding consistent with its status as pan-cancer expressed lncRNA. In the context of HCC, we show MNX1-AS1 acts as a scaffold to promote interactions between PKM2 and importin α5. In response to EGFR activation, the resulting ternary complex drives the translocation of PKM2 into the nucleus. In consequence, glycolytic pathway components including key mediators of the Warburg effect (LDHA, GLUT1 and PDK1) are upregulated though the coactivator function of PKM2. Manipulating MNX1-AS1 elicited robust effects on glycolysis associated with marked changes in HCC growth in vitro and in xenograft models, indicative of the significant contribution of MNX1-AS1 to tumorigenic phenotypes. Moreover, while MNX1-AS1 expression is driven by c-Myc, its actions associated with PKM2 were shown to be downstream and independent of c-Myc.

**Conclusions:**

Given the status of MNX1-AS1 as a pan-cancer upregulated lncRNA, this implicitly highlights the potential of targeting MNX1-AS1 to selectively counter the Warburg effect in a range of tumor types.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13046-022-02547-3.

## Background

Several metabolic enzymes have been found to act outside of their classical roles. For example, the glycolytic enzyme pyruvate kinase isoform M2 (PKM2) has been shown to engage in non-metabolic activities including coactivator and protein kinase functions [1]. Notably, these alternate roles can contribute to tumor progression with another glycolytic enzyme, 6-phosphofructo-2-kinase/fructose-2,6-bisphosphatase 4 (PFKFB4) shown to phosphorylate SRC-3 resulting in its transcriptional activation which was shown to drive breast tumor growth and metastasis [2]. Moreover, 3-phosphoglycerate dehydrogenase (PHGDH), which interconverts 3-phosphoglycerate (3-PG) to 3-phosphohydroxypyruvate (3-PHP) during serine biosynthesis, was recently reported to sustain tumor growth upon glucose restriction [3]. Nevertheless, the detailed mechanisms by which metabolic enzymes support tumor progression through their non-metabolic functions are still poorly understood.

Pyruvate kinases are responsible for the final rate-limiting step of glycolysis, catalyzing the conversion of phosphoenolpyruvate (PEP) to pyruvate to yield one molecule of ATP [4]. Mammalian cells possess two distinct pyruvate kinase genes which generate four isozymes [5]. PKR and PKL transcripts are derived from different promoters in the *PKL* gene whereas PKM1 and PKM2 result from alternative splicing of *PKM.* PKM2 is the dominant isoform during mammalian embryogenesis but its expression is replaced during development by tissue-specific isozymes, namely PKM1, PKL and PKR. Intriguingly, cancer cells often exhibit re-expression of PKM2 with diminished expression of PKM1/L/R [6, 7]. Indeed, PKM2 is broadly upregulated in epithelial cancers derived from the liver, colon, lung, kidney, breast, papillary thyroid, cervix, prostate and bladder [8–10]. Glycolysis is a cytoplasmic process and PKM2 is predominantly localized to the cytoplasm. However, a pool of PKM2 also exists in the nucleus which appears to make substantial contributions to tumorigenesis. For instance, nucleus PKM2 interacts with HIF1α to enhance the expression of HIF1α target genes [11] while nuclear translocated-PKM2 following EGF stimulation acts as a β-catenin coactivator. The resulting downstream induction of gene expression promotes the Warburg effect, namely the preferentially weighting of cancer cells towards glycolysis, even in the presence of sufficient oxygen tension [12].

Different long noncoding RNAs (lncRNAs) have been found to be integral regulators of glycolysis, acting in both positive and negative manners, either through direct effects on glycolytic enzymes or indirectly through interconnected pathways. For example, previously we showed that lincRNA-21 promotes HIF1α stabilization to enhance glycolysis under hypoxic conditions [13] whereas IDH1-AS1-mediated dimerization of IDH1 increases α-KG and decreases ROS levels to down-regulate HIF1α and inhibit glycolysis [14]. And more recently, we showed that a metabolon formed by glycoLINC engages all lower glycolytic enzymes (inclusive of PKM2) to support glycolytic efficiency under nutritional stress [15]. In an intriguingly similar manner, a recent study reported that HULC acts as an adaptor to promote binding between LDHA, PKM2 and FGFR1 to enhance glycolysis [16]. Furthermore, glycolysis is also promoted by FEZF1-AS1 binding to and stabilizing PKM2 [17] while LINC00689 sponging of miR-338-3p promotes PKM2 expression to increase glycolysis in glioma cells, resulting in elevated cell growth and metastasis [18]. However, it can be noted that none of the presently reported examples of lncRNA-mediated regulation of PKM2 involve its nuclear functions. Regarding this point, we now demonstrate that the lncRNA MNX1-AS1, also known as CCAT5, plays an essential role in regulating the non-glycolytic nuclear function of PKM2 to promote the Warburg effect in hepatocellular carcinoma (HCC).

MNX1-AS1 is a pan-cancer lncRNA that expressed in a variety of cancers including colorectal cancer, cervical cancer, ovarian cancer, prostate cancer, breast cancer, hepatocellular carcinoma and intrahepatic cholangiocarcinoma [19–26]. Elevated expression of MNX1-AS1 plays multiple functions in tumorigenesis. For example, MNX1-AS1 facilitates COMMD8 expression by sponging miR-218-5p, and then promotes hepatocellular carcinoma progression [19]. Moreover, MNX1-AS1 was found to be activated by c-Myc and stabilized YB1, resulted in progression of colorectal cancer [26]. Intriguingly, a recent report identified nine glycolysis-related lncRNAs have prognostic significance in bladder cancer by bioinformatics analysis. Notably, MNX1-AS1 was one of these glycolysis-related lncRNAs and considered as a risk factor for the prognosis of bladder cancer [27]. However, the precise role and detail mechanism of MNX1-AS1 on aerobic glycolysis are largely unknown. We show that MNX1-AS1 is transcriptionally activated by c-Myc in response to EGF stimulation. Mechanistically, MNX1-AS1 serves as a scaffold to facilitate interactions between PKM2 and importin α5 with this complex permitting the translocation of PKM2 into the nucleus. In turn, the accumulation of nucleus PKM2 led to the elevated expression of key glycolysis-associated genes, thereby enhancing the Warburg effect. Manipulating the levels of MNX1-AS1 resulted in marked changes in glycolytic flux, impacting the proliferation of HCC cells both in vitro and in vivo. Moreover, the frequent upregulation MNX1-AS1 observed in HCC tissues suggests that targeting MNX1-AS1 offers new therapeutic opportunities in HCC.

## Methods

### Cell culture

The cell lines HEK293T, HepG2, SK-Hep-1,Hep3B, PLC/PRF/5, HCCLM3, Huh7, WRL68, HAFF cells were maintained in DMEM (Gibco) supplemented with 1% sodium pyruvate, 1% penicillin/streptomycin and 10% FBS at 37 °C with 5% CO_2_. SMMC-7721 was maintained in RPMI-1640 supplemented with1% sodium pyruvate, 1% penicillin/streptomycin and 10% FBS at 37 °C with 5% CO_2_.

### Human tissue cDNA and sections

Human tissue cDNA and sections were obtained from Shanghai Outdo Biotech Co., Ltd. (Shanghai, P. R. China). The study is compliant with all relevant ethical regulations for human research participants, and all participants provided written informed consent.

### RNA interference

HEK293T cells were transfected with shRNAs (cloned in PLKO.1), pREV, pGag and pVSVG plasmids at the ratio of 2:2:2:1. Twenty-four hours after transfection, cells were changed to fresh medium for an additional 24 h. The medium supernatant containing lentiviral was filtered by 0.45 μm filter and used for infection. shRNA sequences are shown in Supplementary Table S4.

### RNA extraction

Total RNA were isolated using the TRIzol reagent (Invitrogen, AM9738). Then followed by DNase-treatment. RNA was subsequently purified by phenol-chloroform extraction. Then subjected to Northern blot, qPCR or semi-quantitative RT-PCR.

### QPCR & semi-quantitative RT-PCR

Total RNA was isolated using TRIzol. 1 μg of RNA was used to synthesize cDNA using Takara RT reagent kit (RR036A) according to the manufacturer’s instruction. Real-time PCR was performed using SYBR Green real-time PCR analysis (RR820A). Threshold cycle numbers (ct value) were normalized against an internal control (β-actin), then figured out the relative folds. Semi-quantitative RT-PCR was performed using 2xTaq PCR mix (Vazyme Biotech), the PCR reaction was carried out in a programmable thermal cycler with indicated primer pairs (Supplementary Table S4). The PCR reactions were cycled by appropriate cycles (25 cycles for internal control, 30–40 cycles for MNX1-AS1).

### In vitro transcription

In vitro transcription was performed using the T7-Flash Biotin RNA Transcription Kit (Epicentre ASB71110, for biotin label) or TranscriptAid T7 High Yield Transcription Kit (Thermo Scientific #K0441, without biotin label) according to the manufacturer’s instructions.

### Northern blot

Northern blot analysis was performed by DIG Northern Starter Kit (Roche, 12,039,672,910). 10 μg of total RNA was loaded on a 1% denaturing agarose gel and run for 2–2.5 h, then transferred to Hybond-N membrane (GE). Membranes were dried and ultraviolet-crosslinked (1x at 200,000 μJ/cm^2^ at 265 nm). Pre-hybridized the membrane at 55 °C for 1 h and hybridized the membrane with digoxin-labelled RNA probes at 55 °C overnight. For data collection, anti-digoxin-AP was used to visualize the blot by enhanced chemiluminescence (Tanon 5200).

### Western blot and immunoprecipitation

Western Blot and Immunoprecipitation assays were performed as previously described [28]. Antibodies and dilutions used are shown in the Supplementary Table S4.

### Lactate and glucose uptake measurement

Cellular lactate and glucose levels was measured by lactate assay kit (BioVision, K607) and Glucose Assay Kit (BioVision, K606) according to the manufacturer’s instructions, respectively.

### ECAR rate measurement

Assays were performed using the Seahorse XFe96 analyzer (Seahorse Bioscience, Agilent) according to the manufacturer’s instructions. Briefly, 1–2 × 10^4^ cells/well were seeded in a 96-well 24 h before assay. ECAR was measured in XF base medium (pH 7.4) supplemented with 1 mM glutamine, glucose (10 mM), oligomycin (1 mM) and 2-DG (50 mM).

### Cytosolic/nuclear fractionation

Cells were treated with hypotonic buffer (25 mM Tris–HCl (pH 7.4), 1 mM MgCl2 and 5 mM KCl) for 5 min on ice. NP-40 was then added to the buffer at a final concentration of 0.5%, and the sample was left on ice for another 5 min. The supernatant was collected as the cytosolic fraction after centrifugation at 5000 g for 5 min. Resuspended the pellets in resuspension buffer (20 mM HEPES (pH 7.9), 400 mM NaCl, 1 mM dithiothreitol, 1 mM EGTA, 1 mM EDTA and 1 mM phenylmethyl sulfonyl fluoride). The nuclear fraction was collected by centrifugation at 12,000 g for 5 min.

### In situ hybridization

ISH was carried out as previously described [29]. FFPE sections were treated with 10% hydrogen peroxide and pepsin (2 μg per ml, EXIQON) for 1 h at 37 °C and then deparaffinized. Sections were then incubated with hybridization solution with MNX1-AS1 probes (In vitro transcription synthesized with digoxigenin (DIG)-labelled) at 42 °C for 24 h. Then washed with 5 × SSC (Gibco) for 10 min, followed by washing with 2 × SSC for 10 min and 0.2 × SSC at 55 °C for 10 min. Sections were blocked with the blocking buffer (PBST with 5% BSA and 10% normal goat serum) at 37 °C for 1 h. The anti-DIG antibody and horseradish peroxidase-coupled second antibody were used for DAB chromogenic. Counterstaining was carried out using haematoxylin before dehydration. The intensity of staining was judged by IHC profiler in ImageJ software.

### RNA FISH and immunofluorescence staining

In situ hybridization was performed using specific RNA probes target to MNX1-AS1. RNA probes were synthesized by In vitro transcription of T7 template. 1 μg RNA was labelled with Alexa Fluor® 546 dye by ULYSIS® Nucleic Acid Labeling Kits (thermofisher, U21652). Cells were fixed with methanol and acetic acid (3:1) for 10 min, and then permeabilized with 0.2% Triton X-100 for 10 min. After prehybridization (1 × PBS/0.5% Triton X-100), cells were hybridized in hybridization buffer (10% Dextran sulfate, 50% formamide, 2 × SSC, 1xDenhardt’s solution, 10 mM EDTA(pH 8.0), 1 mg/ml yeast transfer RNA, 1 mg/ml sheared salmon sperm DNA) with MNX1-AS1 probes at 55 °C overnight. For the following IF staining, cells were washed thrice before blocking with 5% BSA for 1 h, then incubated with indicated primary antibodies and fluorescence-labeled secondary antibodies. Nuclei were stained with 1 μg/ml DAPI for 1 min. Images were visualized by Laser confocal microscopy (Zeiss LSM880).

### Recombinant protein purification

His-tagged importin α5 and GST-tagged PKM2 were expressed in *E.coli* bacteria. Proteins were purified using Ni-NTA Sepharose (Beyotime, P2226) and glutathione Sepharose (Beyotime, P2262), followed by dialyzed against 10% glycerol and 20 mM Tris-HCl (pH 8.0) at 4 °C overnight.

### Biotin RNA pulldown assay

RNA pulldown assays were performed as previously described [28]. Briefly, cells were lysed in RIP buffer (25 mM Tris (pH 7.4), 150 mM KCl, 0.5 mM dithiothreitol, 0.5% NP-40, with RNase inhibitors and protease inhibitors cocktail) and followed by pre-cleared against empty beads. Biotin-labelled RNA or biotin-labelled DNA probes were incubated with streptavidin magnetic beads, and then incubated with cell lysate at 4 °C for 4 h before washing five times in RIP buffer. Binding protein and RNA were eluted in Laemmli sample buffer.

### Electrophoretic mobility shift assay

The biotin labelled MNX1-AS1 RNA (2 nM) was mixed in the binding reaction system with recombinant forms of His-tagged importin α5 (1 μg) or GST-tagged PKM2 (1 μg). Unlabeled cyclized MNX1-AS1 (10 μM) was used as competitor. Reactions were subjected to gel electrophoresis and transferred to nylon membranes. The bands were detected using the streptavidin-HRP conjugate.

### Luciferase reporter and mammalian two-hybrid assays

Luciferase Reporter Assays were performed according to the manufacturer’s instructions (Promega). The Mammalian two-hybrid assay was performed as previously described [28]. In brief, PKM2 and importin α5 DNA sequences were cloned into the pBIND and pACT vectors as indicated to generate fusion proteins with the DNA-binding domain of GAL4 and the activation domain of VP16. These constructs were transfected along with the pG5luc vector into cells with stable knockdown of MNX1-AS1. 48 h later, luciferase activity was measured by the Dual-Luciferase Reporter Assay System.

### Absolute RNA quantitation

Absolute RNA quantitation was performed using Clarity ^(^™^)^ digital PCR system. cDNA preparation was carried out using qScript cDNA SuperMix for MNX1-AS1 with DNase treated RNA. MNX1-AS1 was amplified by PCR with divergent primers for 40 cycles. The annealing temperature was 58 °C. The data were analyzed with the Clarity™ software are given as copies per μl and were converted to copies per cell based on the known cell equivalents of input cDNA.

### Chromatin immunoprecipitation assays

Chromatin immunoprecipitation assays were performed by using c-Myc antibodies (CST, 18583) and the Millipore ChIP kit (17-371RF) according to the manufacturer’s instructions. Semi-quantitative RT PCR primers used are shown in the Supplementary Table S4.

### Colony formation assay

HepG2 cells (1 × 10^3^) with and without stable knockdown of MNX1-AS1 or Huh7 cells (1 × 10^3^) stably expressing pCDH or pCDH-MNX1-AS1 were cultured in a 6-well plate. 14 days later, cells were stained with crystal violet before fixed, and then photographed.

### Xenograft mouse model

The Balb/c nude mice (4 weeks old, ♂) were obtained from Shanghai SLAC Laboratory Animal Co.,Ltd. and housed in a specific pathogen free facility. PLC/PRF/5 (5 × 10^6^) cells with stable knockdown of MNX1-AS1 or Huh7 (2 × 10^6^) cells overexpression of MNX1-AS1, and indicated ctrl cells were injected subcutaneously into the dorsal flanks of nude mice. 28 days after injection, mice were sacrificed and tumors were excised and weighed. Studies on animals were conducted with approval from the Animal Research Ethics Committee of University of Science and Technology of China.

### Statistics and reproducibility

All the data were repeated at least three times. Statistical analysis was carried out using Microsoft Excel software and GraphPad Prism to assess the differences between experimental groups. Data were analysed by two-tailed Student’s t-test for comparions of two samples, one-way ANOVA with Tukey’s post-test for univariate comparisons, two-way ANOVA with Bonferroni’s post-test for bivariate comparisons. *P* < 0.05 were considered to be statistical significance. *p < 0.05, **p < 0.01, and ***p < 0.001.

## Results

### MNX1-AS1 is a c-Myc associated pan-cancer lncRNA

The protooncogene c-Myc is considered a master regulator of tumorigenesis. On this basis, we sought to uncover lncRNAs that are involved in mediating the downstream functions of c-Myc. To identify lncRNAs that are responsive to c-Myc, we took advantage of P493–6 human lymphoblastoid cells bearing a conditional c-Myc tet-off system. Using array profiling, a total of 1037 validated lncRNAs were revealed to be positively associated with c-Myc expression (Fig. 1A, Supplementary Table S1). To further rationalize these data, we further considered which lncRNAs were commonly upregulated in diverse cancer types by interrogating the 20 most common tumor types in the TCGA database. This analysis uncovered 121 pan-cancer lncRNAs that were upregulated in diverse tumor types with subsequent Venn analysis revealing 20 pan-cancer lncRNAs in common between the c-Myc-upregulated lncRNAs (Fig. 1B, Supplementary Table S2). Among these 20 c-Myc associated pan-cancer lncRNAs, MNX1-AS1 attracted our attention because of prior links established with c-Myc although there was no clear consensus regarding its cancer-related functions (refer Discussion). Thus, we focused our efforts towards understanding the contribution of MNX1-AS1 to cancer cells.

**Fig. 1:**
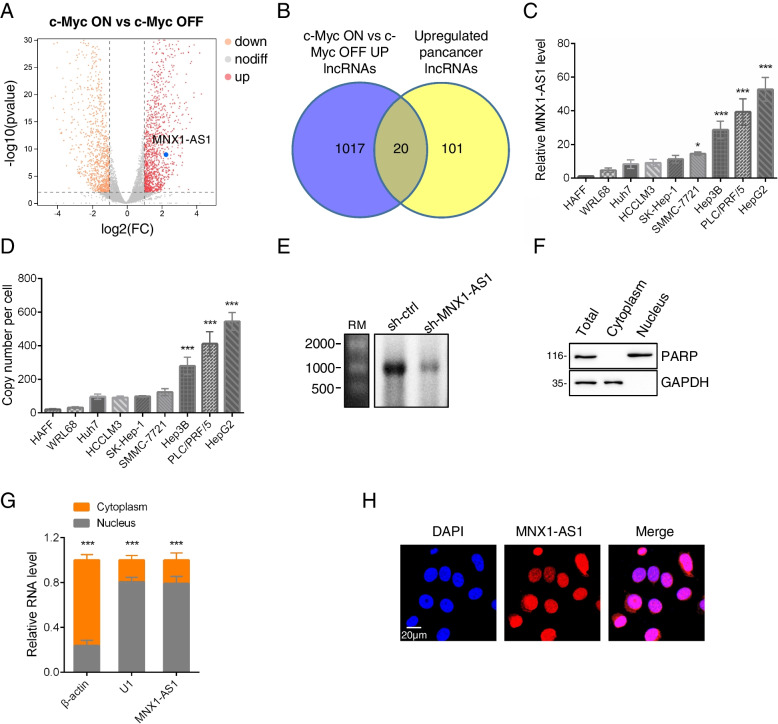
MNX1-AS1 is a c-Myc associated pan-cancer lncRNA. **a** Volcano Plot showing differentially expressed lncRNAs based on RNA-seq analysis of P493–6 cells carrying a Tet-Off c-Myc expression system following the induction of c-Myc with 1 μM doxycycline. MNX1-AS1 is highlighted in blue. **b** Venn diagram showing the intersection of c-Myc-upregulated lncRNAs from (**A**) versus pan-cancer lncRNAs identified from the TCGA database. **c** qPCR assays measuring MNX1-AS1 expression in hepatocellular carcinoma and normal cell lines. **d** Absolute quantitation of MNX1-AS1 by digital PCR in hepatocellular carcinoma and normal cell lines. **e** Northern blotting against MNX1-AS1 comparing HepG2 cells bearing sh-ctrl or sh-MNX1-AS1 lentiviruses. **f, g** Fractionation of HepG2 cells to determine the subcellular localization of MNX1-AS1. Western blotting against control proteins PARP and GAPDH (**F**) and qPCR against MNX1-AS1, β-actin and U1 control RNAs (**G**) in cytoplasmic and nuclear fractions, respectively. **h** Fluorescence in situ hybridization in HepG2 cells against MNX1-AS1 (red) with cell nuclei decorated by DAPI (blue). **C** and **D** are mean ± SD; *n* = 3 independent experiments, one-way ANOVA with Tukey’s multiple comparison post-test, *p < 0.05, ***p < 0.001. **G** is mean ± SD; *n* = 3 independent experiments, two-tailed paired Student’s t test, ***p < 0.001. **E**, **F** and **H** are represent of three independent experiments

MNX1-AS1 (LOC645249) is the antisense lncRNA proximal to the MNX1 gene located on chromosome (chr) 7 and contains two exons with a predicted transcript length of 1041 nt (Fig. S1A). In order to further analyze MNX1-AS1 function it was first important to establish appropriate cell line models. Towards this, we assessed the expression levels of MNX1-AS1 in a panel of seven hepatocellular carcinoma (HCC) derived lines. QPCR analysis revealed that MNX1-AS1 expression varied in different HCC cell lines but with generally higher expression compared to the normal hepatic cell lines, HAFF and WRL68 (Fig. 1C). Consistently, comparison of absolute transcript levels by digital PCR between these seven HCC cells and two normal cells showed similar results (Fig. 1D). Moreover, we found that c-Myc expression was positively correlated with MNX1-AS1 levels in most of normal and liver cancer cell lines (Fig. S1B). Further characterization using Northern blotting of HepG2 cells revealed a major ~ 1000 nt band, consistent with the annotated transcript from the UCSC Genome Browser (Fig. 1E). Notably, silencing of MNX1-AS1 attenuated the signal intensity of the reactive band, indicating this represented the bona fide MNX1-AS1 transcripts. Lastly, we considered where MNX1-AS1 is located within cells. Parallel experiments using cytosolic/nuclear fractionation and FISH showed that MNX1-AS1 was mainly expressed in the cell nucleus (Fig. 1F-H).

### MNX1-AS1 is a direct target of c-Myc

We next sought to determine the basis of why MNX1-AS1 expression was correlated with c-Myc. As anticipated, analysis of P493–6 cells with inducible c-Myc turn-off showed that MNX1-AS1 expression tracked with the levels of c-Myc manipulated by doxycycline treatment (Fig. 2A). We then expanded these experiments to include knockdown of c-Myc in HCC cell lines with high MNX1-AS1 expression (HepG2 and PLC/PRF/5) and overexpresssion of c-Myc in low MNX1-AS1 expressing lines (Huh7 and HCCLM3). Consistent with the results in P493–6 cells, we observed that c-Myc knockdown reduced MNX1-AS1 levels while enforced c-Myc expression resulted in the opposite effects (Fig. 2B, C and S2A-S2D). Importantly, the use of two independent shRNA sequences to target c-Myc produced identical responses, indicative that our findings were not related to off-target effects. Moreover, we also introduced Flag-P53 as a negative control, and found that Flag-P53 has no contribution to MNX1-AS1 levels. Collectively, these data establish that MNX1-AS1 levels are positively correlated with those of c-Myc.

**Fig. 2:**
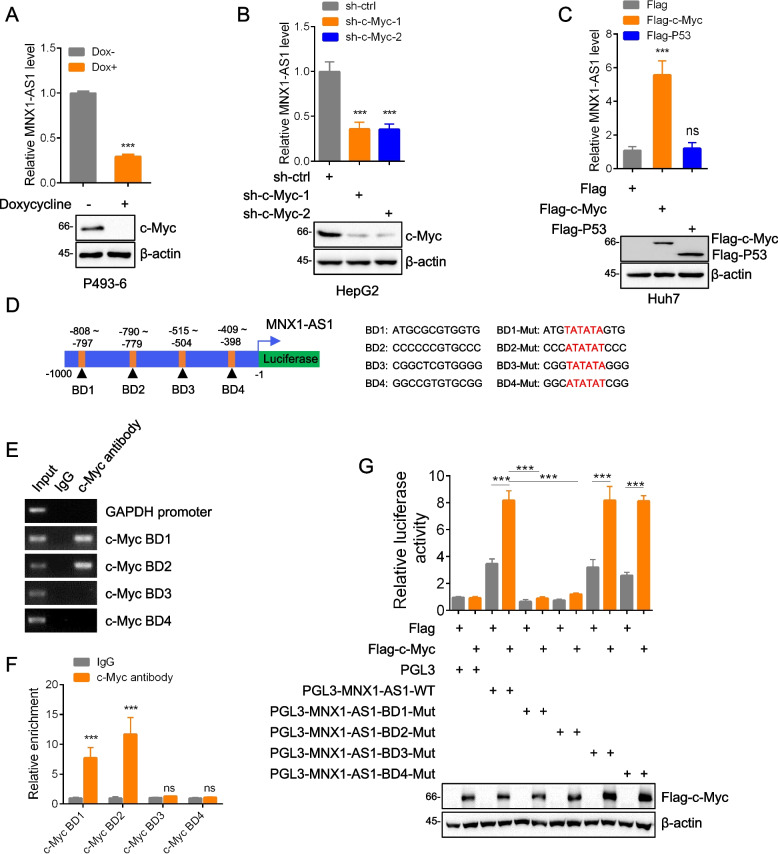
MNX1-AS1 is a direct target of c-Myc. **a** P493–6 cells carrying a Tet-Off c-Myc expression system treated with 1 μM doxycycline were subjected to qPCR and Western blot analysis, respectively. **b** and **c** MNX1-AS1 levels were measured by qPCR after infection of HepG2 cells with lentiviruses containing control shRNA (sh-ctrl) or two independent shRNAs targeting c-Myc (**B**), or after transfection of Huh7 cells with either empty Flag (control), Flag-c-Myc or Flag-P53 (negative control) plasmids (**C**). **d** Schematic of the putative c-Myc binding domains (BD) in the proximal promoter of MNX1-AS1 illustrating the design of mutant constructs as luciferase reporters. **e** and **f** ChIP assays were conducted in HepG2 cells using c-Myc antibodies or control IgG. Bound DNA fragments were subjected to semi-quantitative RT-PCR (**E**) or qPCR (**F**) using the specified primers. **g** Luciferase reporter assays in HepG2 cells after co-transfection of the plasmids from (**D**) for 24 h. The expression of c-Myc was confirmed by Western blotting. **A** is mean ± SD; *n* = 3 independent experiments, two-tailed paired Student’s t test, ***p < 0.001. **B**, **C** and **G** are mean ± SD; *n* = 3 independent experiments, one-way ANOVA with Tukey’s multiple comparison post-test, ns, not significant, ***p < 0.001. **E** is represent of three independent experiments. **F** is mean ± SD; n = 3 independent experiments, two-way ANOVA with Bonferroni’s multiple comparison post-test, ns, not significant, ***p < 0.001

As c-Myc is fundamentally a transcription factor, the preceding data suggested that c-Myc may be directly responsible for the transactivation of MNX1-AS1. Using the JASPAR database, we identified four putative c-Myc binding sites within 1000 bp upstream of the *MNX1-AS1* transcriptional start site (Fig. 2D). We designated these binding domains (BD) 1–4 and using chromatin immunoprecipitation (ChIP) assays observed that BD1 and BD2 but not BD3 and BD4 were responsible for c-Myc binding to the *MNX1-AS1* promoter (Fig. 2E and F). Next, to determine the function of c-Myc binding at these sites, we prepared luciferase reporters enclosing the *MNX1-AS1* proximal promoter, both unaltered and with the individual BD sequences inactivated by mutation. Notably, the luciferase reporter activity of the wildtype construct was increased after ectopic expression of c-Myc whereas mutation of BD1 or BD2 abolished the transcriptional increases resulting from c-Myc overexpression (Fig. 2G). Moreover, consistent with the ChIP assays, mutation of BD3 or BD4 was unable to influence luciferase activity. Notably, similar to qPCR analysis previously, overexpression of Flag-P53 failed to induce luciferase activity of wildtype reporter (Fig. S2E). Together these data clearly establish that MNX1-AS1 is transcriptionally regulated by c-Myc with its occupancy of the *MNX1-AS1* promoter requires both BD1 and BD2 with sites.

### MNX1-AS1 promotes glycolysis in HCC

To better understand the functional role of MNX1-AS1, we next determined if manipulating its levels would affect growth phenotypes in HCC cell lines. As before, we selected the Huh7 and HCCLM3 cell lines with low MNX1-AS1 expression for overexpression studies and the HepG2 and PLC/PRF/5 cell lines for knockdown experiments. The efficacy of these manipulations was verified using QPCR analysis (Fig. 3A, B, S3A and S3B). Casual examination of the cultures revealed that enforced expression of MNX1-AS1 in Huh7 cells significantly accelerated culture acidification (Fig. 3C), even though the growth rate of Huh7 cells remained practically unaltered. Conversely, silencing of MNX1-AS1 in HepG2 cells led to reduced culture medium acidification (Fig. 3D). Together, these data indicate that MNX1-AS1 promotes culture media acidification, a phenomenon generally associated with increases in glycolytic activity which results from pH changes due to secreted lactate.

**Fig. 3:**
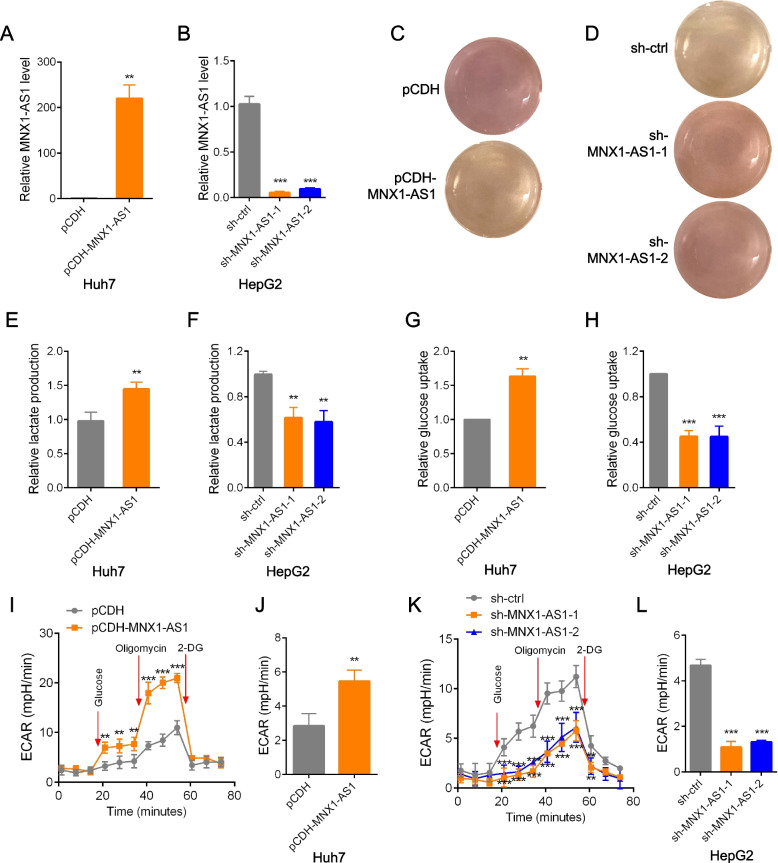
MNX1-AS1 promotes glycolysis in HCC. **a** and **b** MNX1-AS1 levels were measured by qPCR after infection of Huh7 cells with either pCDH control or pCDH-MNX1-AS1 lentiviruses (**A**), or after infection of HepG2 cells with lentiviruses containing control shRNA (sh-ctrl) or two independent shRNAs targeting MNX1-AS1 (**B**). **c** and **d** Huh7 (**C**) and HepG2 (**D**) cells from (**A**) and (**B**) were seeded in 12 wells and cultured in DMEM for 12 hr. Acidification of the culture medium was evaluated by visual inspection. **e** and **f** Extracellular lactate production in Huh7 (**E**) and HepG2 (**F**) cells from (A) and (B). (**g** and **h**) Glucose uptake were measured in Huh7 (**G**) and HepG2 (**H**) cells from (**A**) and (**B**). **i**-**l **ECAR measurements using Seahorse XF assays in Huh7 (**I** and **J**) and HepG2 (**K** and **L**) cells from (**A**) and (**B**). The glycolysis rate were calculated as: (Maximum ECAR before Oligomycin injection)-(Last ECAR before Glucose injection) (**J**) and (**L**). **A**, **E**, **G** and **J** are mean ± SD; *n* = 3 independent experiments, two-tailed paired Student’s t test, **p < 0.01. **B**, **F**, **H** and **L** are mean ± SD; *n* = 3 independent experiments, one-way ANOVA with Tukey’s multiple comparison post-test, **p < 0.01, ***p < 0.001. **C** and **D** are represent of three independent experiments. **I** and **K** are mean ± SD; *n* = 3 independent experiments, two-way ANOVA with Bonferroni’s multiple comparison post-test, ns, not significant, **p < 0.01, ***p < 0.001

To test this notion, we measured extracellular lactate levels after manipulating MNX1-AS1 expression. As anticipated, ectopic expression of MNX1-AS1 in Huh7 and HCCLM3 cells increased secreted lactate levels while knockdown of MNX1-AS1 in HepG2 and PLC/PRF/5 cells decreased lactate levels (Fig. 3E, F, S3C and S3D). Furthermore, consistent with the conclusion that altering MNX1-AS1 expression affects glycolysis, we found there were remarkably similar changes in glucose uptake where the overexpression or silencing of MNX1-AS1 resulted in elevated and decreased glucose uptake, respectively (Fig. 3G, H, S3E and S3F). As definitive evidence of these effects, we lastly performed glycolytic stress tests measuring the extracellular acidification rate (ECAR), a proxy measure of glycolytic flux. Indeed, we observed striking differences in the assay profiles where overexpression of MNX1-AS1 significantly increased ECAR in Huh7 and HCCLM3 cells (Fig. 3I, J, S3G and S3H). Conversely, knockdown of MNX1-AS1 significantly reduced ECAR in HepG2 and PLC/PRF/5 cells (Fig. 3K, L, S3I and S3J). Collectively, these data indicate that MNX1-AS1 functions to increase glucose uptake while promoting increases in aerobic glycolysis.

### MNX1-AS1 directly binds to PKM2 and importin α5

Given our finding above that MNX1-AS1 primarily exists within the nucleus, we were intrigued as to how MNX1-AS1 functioned to regulate glycolysis. To glean further clues, we used RNA pulldown assays combined with mass spectrometry to investigate the MNX1-AS1 protein interactome. Surprisingly, within the shortlist of candidate proteins we detected the glycolytic enzymes PKM2 and ENO1 (Fig. 4A, S4A and Supplementary Table S3). Using Western blotting as the readout, we confirmed that selective interactions occurred between MNX1-AS1 and PKM2, while ENO1 appeared to be nonspecifically captured in the RNA pull-down assays (Fig. 4B). A further notable candidate identified by mass spectrometry was KPNA1 (also known as importin α5), previously reported as a PKM2 binding protein associated with the regulation of PKM2 nuclear translocation [12]. Indeed, we verified that importin α5 was robustly recovered with MNX1-AS1 (Fig. 4B and S4A). To confirm these data, we next performed reciprocal assays using RNA immunoprecipitation (RIP) against PKM2 and importin α5. Consistent with the RNA pulldown assay results, MNX1-AS1 was readily co-precipitated with endogenous PKM2 and importin α5 (Fig. 4C and D). Together, these results showed that MNX1-AS1 can bind PKM2 and importin α5. However, it was not clear if these interactions occurred discretely or as part of a complex, or perhaps even required other intermediary proteins.

**Fig. 4:**
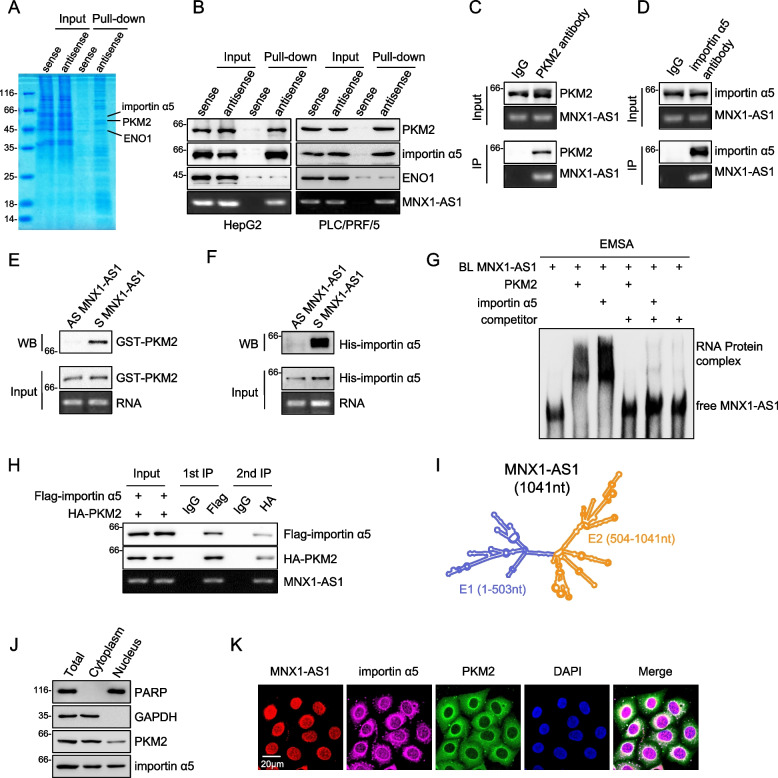
MNX1-AS1 directly binds to PKM2 and importin α5. **a** RNA protein pull-down assays using biotin-labelled sense or anti-sense MNX1-AS1 probes against cell lysates from HepG2 cells. PKM2 and importin α5 were subsequently identified by using mass spectrometry. **b** Biotin-labeled sense (S) or antisense (AS) MNX1-AS1 probes were used for RNA-protein pull-down against HepG2 (left) and PLC/PRF/5 (right) cell lysates. **c** and **d** RIP assays conducted in HepG2 cells against PKM2 (**C**) or importin α5 (**D**) with samples analyzed by Western blotting and semi-quantitative RT-PCR against MNX1-AS1. **e** and **f** RNA pull-down assays were conducted with biotin-labelled sense or anti-sense MNX1-AS1 adsorbed to streptavidin-conjugated beads against the indicated GST-tagged-PKM2 or His-tagged-importin α5 proteins purified from *E.coli*. Results were assessed by Western blotting. **g** Electrophoretic Mobility-Shift Assays (EMSA) analysis of the interactions between biotin-labelled MNX1-AS1 (2 nM) and recombinant GST-tagged-PKM2 or His-tagged-importin α5 proteins. Signals were revealed by Streptavidin-HRP. Unlabeled MNX1-AS1 (10 μM) was used as competitor. **h** HepG2 cells co-transfected with FLAG-importin α5 and HA-PKM2 were used to perform sequential immunoprecipitations with anti-FLAG and anti-HA antibodies. **i** Structure plot of MNX1-AS1 based on minimum free energy predicted by Vienna RNA. Exon1 (E1, nt 1–503, blue) and exon 2 (E2, nt 504–1041, orange) are color highlighted. **j** Subcellular fractions of HepG2 cells were analyzed by Western blotting to determine the subcellular localization of PKM2 and importin α5. **k** Fluorescence in situ hybridization of MNX1-AS1 followed by immunofluorescence staining of PKM2 and importin α5 in HepG2 cells. Cell nuclei were decorated by DAPI (**A**-**H**, **J** and **K**) are represent of three independent experiments

To resolve these possibilities, we reconstructed interactions between MNX1-AS1, PKM2 and importin α5 using recombinant proteins purified from bacteria. Accordingly, GST-PKM2 and His-importin α5 were individually mixed with in vitro transcribed biotin-labelled sense or anti-sense MNX1-AS1 followed by capture with streptavidin magnetic beads and Western blotting. This analysis conclusively showed that PKM2 and importin α5 were both able to bind independently to MNX1-AS1 in a direct manner (Fig. 4E and F). Further substantiating these findings, electrophoretic mobility shift assays (EMSA) confirm that supershifts occurred when MNX1-AS1 was incubated with PKM2 or importin α5, respectively (Fig. 4G). We then asked whether MNX1-AS1 also forms a trimeric complex with PKM2 and importin α5 using a two-step immunoprecipitation method. After co-transfecting cells with Flag-importin α5 and HA-PKM2, lysates were first immunoprecipitated with anti-Flag antibodies before elution and secondary precipitation against HA. Instructively, Flag-importin α5, HA-PKM2 and MNX1-AS1 were all captured in the first and second phase immunoprecipitations, providing clear evidence that MNX1-AS1 forms a ternary complex with PKM2 and importin α5 (Fig. 4H).

To further delineate the structural determinants of interactions between MNX1-AS1, PKM2 and importin α5, we next undertook domain mapping experiments. According to minimum free energy modelling, the secondary structure of MNX1-AS1 is bipolar with each of the two exons contributing to one pole of the molecule. Thus, we divided MNX1-AS1 into two subfragments delineated by exons, namely E1 (1–503 nt) and E2 (504–1041 nt) (Fig. 4I). RIP analyses revealed that the E2 fragment was able to bind to GST-PKM2, while the E1 fragment interacted with His-importin α5 (Fig. S4B and S4C). In concert, we then sought to establish which domains in PKM2 and importin α5 were required for binding with MNX1-AS1. Based on the protein domain annotations in UniProtKB, we subdivided PKM2 and importin α5 each into four fragments and cloned these into p3xFlag vectors to enable expression (Fig. S4D and S4E). As expected, RIP assays demonstrated that full length PKM2 and importin α5 were capable of binding to MNX1-AS1 with assessment of the truncated proteins showing that MNX1-AS1 interacted with the P4 subfragment of PKM2 and the P2 subfragment of importin α5, respectively (Fig. S4D and S4E). Thus, distinct domains in MNX1-AS1 are responsible for interactions with PKM2 and importin α5. And intriguingly, the MNX1-AS1-binding regions in PKM2 and importin α5 proteins contain their known nuclear localization signals (NLS).

Lastly, we investigated the cellular context of the interaction between MNX1-AS1, PKM2 and importin α5. We first conducted a broad survey of PKM2 and importin α5 levels after overexpression or knockdown of MNX1-AS1 in different HCC cell lines. Nonetheless, manipulating MNX1-AS1 levels failed to alter PKM2 or importin α5 expression (Fig. S4F), indicative that MNX1-AS1 does not influence the expression of PKM2 and importin α5. We then considered where the ternary complex is located within cells. Notably, cytosolic/nuclear fractionation assays showed that importin α5 was found in the cytoplasm and nucleus while PKM2 was predominantly located in the cytoplasm with a small but obvious pool in the nucleus (Fig. 4J). Additional combined imaging of fluorescence in situ hybridization (FISH) and immunofluorescence (IF) staining decorating MNX1-AS1, PKM2 and importin α5 showed that co-localization signals between all markers occurred mainly on the surface of the nuclear membrane (Fig. 4K).

Based on these collective findings, we considered the possibility that MNX1-AS1 was involved in regulating the import of PKM2 into the nucleus.

### MNX1-AS1 enhances PKM2 nuclear translocation in response to EGF stimulation

Previous work revealed PKM2 is translocated to the nucleus in human cancer cells in response to EGF, a process resulting from PKM2 successively binding to PIN1 (peptidylprolyl cis/trans isomerase, NIMA-interacting 1) and importin α5 [12]. As noted above, we found MNX1-AS1 binds with both PKM2 and importin α5, although we did not identify PIN1 in the mass spectrometry screen (Supplementary Table S3). Consistently, Western blotting showed that MNX1-AS1 did not associate with PIN1 (Fig. S5A). We then extended our investigations to uncover the specific role of MNX1-AS1 in the ternary complex.

Using immunofluorescence staining, we found that silencing of MNX1-AS1 inhibited PKM2 and importin α5 colocalization (Fig. 5A and S5B). Moreover, immunoprecipitation assays evaluating interactions between PKM2 and importin α5 showed that MNX1-AS1 depletion significantly attenuated their respective associations (Fig. 5B, C, S5C and S5D). As a complementary approach, we used the mammalian two-hybrid system which evaluates protein-protein interactions in vivo. Bait (BIND) and prey (ACT) fusion vectors were constructed to test interactions between PKM2 and importin α5. Consistently, MNX1-AS1 silencing reduced the luciferase reporter activity produced from interactions between PKM2 and importin α5 (Fig. 5D). Collectively, these data support the notion that MNX1-AS1 acts as a scaffold to facilitate interactions between PKM2 and importin α5.

**Fig. 5:**
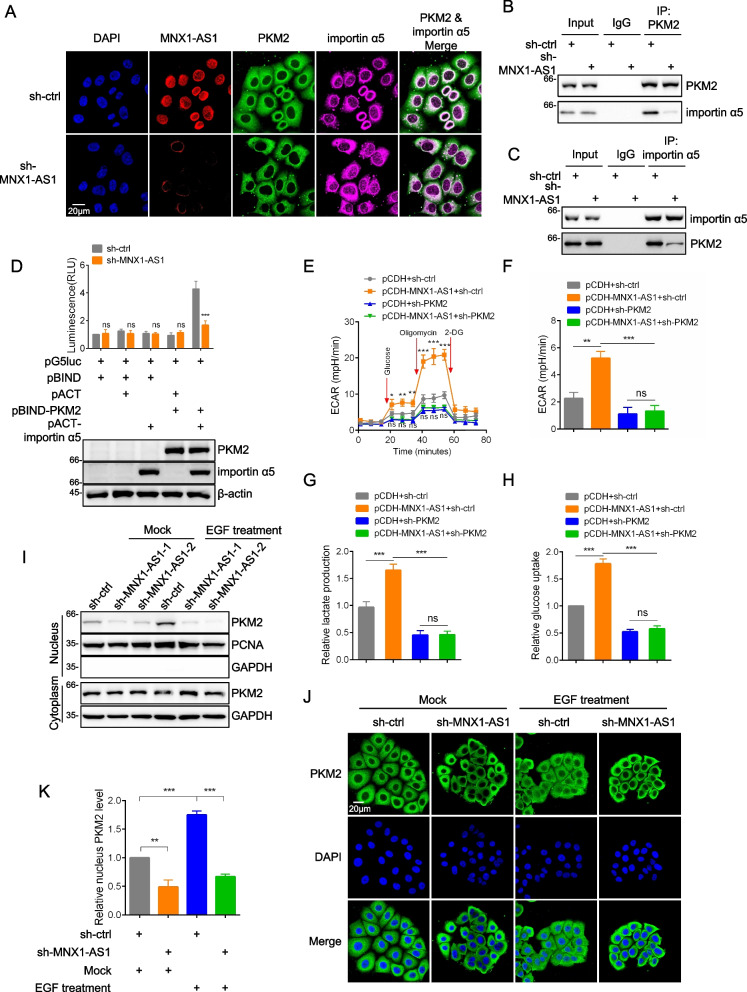
MNX1-AS1 enhances PKM2 nuclear translocation in response to EGF. **a** HepG2 cells were infected with lentiviruses containing control shRNA (sh-ctrl) or shRNA targeting MNX1-AS1. Fluorescence in situ hybridization of MNX1-AS1 followed by immunofluorescence staining of PKM2 and importin α5. Cell nuclei were decorated by DAPI. **b** and **c** Co-immunoprecipitation analysis conducted in HepG2 cells bearing either sh-ctrl or sh-MNX1-AS1 lentiviruses. Cell lysates were immunoprecipitated by antibodies against PKM2 (**C**) or importin α5 (**D**) with potential interactions determined by Western blotting. **d** Mammalian two-hybrid assays were used to measure interactions between PKM2 and importin α5 in the presence and absence of endogenous MNX1-AS1. The indicated combinations of pBIND/pACT plasmids were transfected into HepG2 cells stably expressing either sh-ctrl or sh-MNX1-AS1 before measuring relative luciferase activity (top; a proxy for the interaction between proteins). Western blotting verified the presence of the transfected fusion proteins (bottom). **e**-**h** Huh7 cells infected with sh-ctrl or sh-PKM2 lentiviruses were subjected to infection of pCDH control or pCDH-MNX1-AS1 lentiviruses. ECAR measurements using Seahorse XF assays (**E** and **F**), Extracellular lactate production (**G**) and Glucose uptake (**H**) were measured. The glycolysis rate were calculated as: (Maximum ECAR before Oligomycin injection)-(Last ECAR before Glucose injection). **i**-**k** HepG2 cells were infected with lentiviruses containing sh-ctrl or sh-MNX1-AS1. Cells were with and without EGF (100 ng/ml) treatment before subcellular fractions. Nucleus PKM2 were assessed by Western blot analysis (**I**). Cells from (**I**) were subsequently subjected to immunofluorescence staining of PKM2 (**J**), and nucleus PKM2 was measured using ZEN imaging software (K). **A**, **B**, **C**, **I** and **J** are represent of three independent experiments. **D**-**H** and **K** are mean ± SD; *n* = 3 independent experiments, two-way ANOVA with Bonferroni’s multiple comparison post-test, ns, not significant, *p < 0.05, **p < 0.01, ***p < 0.001

After establishing links between MNX1-AS1, PKM2 and importin α5, we turned our efforts towards identifying whether the enhancement effect of MNX1-AS1 on aerobic glycolysis was mediated by PKM2 or not. We then checked the ECAR in Huh7 cells after MNX1-AS1 overexpression combined with PKM2 knockdown. Notably, depletion of PKM2 abolished the increased level of ECAR after ectopic expression of MNX1-AS1 (Fig. 5E, F and S5E). Similarly, when PKM2 was silenced, ectopic expression of MNX1-AS1 failed to promote increases in extracellular lactate and glucose uptake levels (Fig. 5G and H). Collectively, these data establish that MNX1-AS1 implicated in the aerobic glycolysis dependent on PKM2.

Since EGFR activation facilitates the nuclear translocation of PKM2, we therefore sought to demonstrate the role of MNX1-AS1 in this process. Consistent with previous studies, EGF treatment of HepG2 cells promoted the nuclear translocation PKM2, but this process was markedly attenuated after depletion of MNX1-AS1 (Fig. 5I and S5F). Additional immunofluorescence staining analysis showed similar results where MNX1-AS1 silencing significantly decreased nucleus PKM2 signals under basal and EGFR activation conditions (Fig. 5J and K). Moreover, overexpression of MNX1-AS1 served to elevate the nuclear expression levels of PKM2 (Fig. S5G). Taken together, these data support the conclusion that MNX1-AS1 enhances PKM2 nuclear translocation in response to EGF.

### An EGF-c-Myc-MNX1-AS1 axis promotes the Warburg effect through non-glycolytic functions of PKM2

After establishing the link between MNX1-AS1 and the nuclear translocation of PKM2, we turned our efforts towards identifying the downstream consequences. Considering our initial observation that MNX1-AS1 influenced glycolytic flux, we assessed how MNX1-AS1 expression influenced the expression of LDHA, PDK1 and GLUT1, three key genes known to be transcriptionally regulated by nuclear-localized PKM2 [11]. Remarkably, MNX1-AS1 overexpression increased the mRNA and protein levels of LDHA, PDK1 and GLUT1 in Huh7 and HCCLM3 cells (Fig. 6A, B and S6A) while MNX1-AS1 depletion in HepG2 and PLC/PRF/5 cells decreased their expression (Fig. 6C, D and S6B). 

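HepG2, a human hepatoma cell line, was infected with lentivirus carrying a control shRNA (sh-ctrl) or shRNA against MNX1-AS1, and RNA from 3 samples of each group was sequenced. The targeted transcript, MNX1-AS1 (ENSG00000243479), was not lower in the libraries labelled sh-MNX1-AS1. Its counts were 38, 33 and 24 in sh-ctrl replicates 1, 2 and 3, and 30, 36 and 46 in the libraries labelled sh-MNX1-AS1 replicates 1, 2 and 3. After scaling, this was 28.4 ± 6.45 (SD, n = 3) in sh-ctrl against 42.6 ± 10.9 (SD, n = 3), and the groups did not overlap (exact permutation test, two-sided p = 0.1, the smallest p that 3 libraries against 3 allow). The log2 fold change was 0.58 (standard error 0.27, 95% interval 0.016 to 1.14, adjusted p = 0.066 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out 1 library gave 0.37 (without sh-MNX1-AS1 replicate 3, adjusted p = 0.30 from the same edgeR test) to 0.72 (without sh-MNX1-AS1 replicate 1, adjusted p = 0.043). The qPCR of HepG2 cells in Fig. 3B runs the other way, with less MNX1-AS1 under both shRNAs. So does the paper's Northern blot of HepG2 cells in Fig. 1E, where it reports a weaker band after silencing. The shRNA of each library is not stated. The libraries labelled sh-MNX1-AS1 were taken as replicates 1 to 3, but the paper's 2 shRNAs are also named sh-MNX1-AS1-1 and sh-MNX1-AS1-2, as are libraries 1 and 2.
Of 14516 genes tested, 4689 were higher and 4842 were lower in the libraries labelled sh-MNX1-AS1, of which 1102 and 1719 changed by more than 2-fold. The groups did not overlap in 10508 genes (72.4%), where chance gives 10%. Among the largest falls were CA9, a carbonic anhydrase induced by hypoxia, with a log2 fold change of −3.85 (standard error 0.23), TUBB1, a beta-tubulin, with −3.65 (standard error 0.27), and NDUFA4L2, a mitochondrial protein induced by hypoxia, with −3.64 (standard error 0.18). Among the largest rises were MT1B, a metallothionein, with 3.86 (standard error 0.33), RRAD, a small GTPase, with 3.57 (standard error 0.31), and GSTA2, a glutathione transferase, with 2.73 (standard error 0.14).
The changes followed the GC content of the genes, with a median log2 fold change of −0.74 over the 3629 genes of lowest GC content and 0.53 over the 3507 genes of highest GC content (Spearman's rho = 0.65 across genes, which are not independent replicates). Libraries of the same group also differed along GC content, most of all sh-ctrl replicate 3 against sh-ctrl replicate 2 (rho = −0.60 across genes). With a trend on GC content and gene length removed from each library, a correction chosen after seeing the data, 4179 genes were higher and 4238 were lower, and 5615 of these were also called in the same direction without it. MNX1-AS1 then had a log2 fold change of −0.19 (95% interval −0.71 to 0.32, adjusted p = 0.52 from edgeR).
The authors deposited a table of raw counts and FPKM values per gene and library. Total counts were 18764765, 17283243 and 18198556 in the sh-ctrl libraries and 15055351, 15762523 and 14566184 in the libraries labelled sh-MNX1-AS1, and the median 95% interval of a log2 fold change reached 0.27 to each side. The mitochondrial transcripts took 7.77% to 9.29% of the counts in sh-ctrl and 10.0% to 10.9% in the libraries labelled sh-MNX1-AS1. The aligner, the counting program and its use of strand are not given in the sources used here. Counts were scaled by TMM, genes with few counts were removed with filterByExpr (minimum count 10), and the groups were compared with no replicate block. The paper's Methods state that all data were repeated at least 3 times, but neither they nor the labels say whether these samples were separate cultures, so p-values measure only the spread between these samples, which may be technical.

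**Figure D1:**
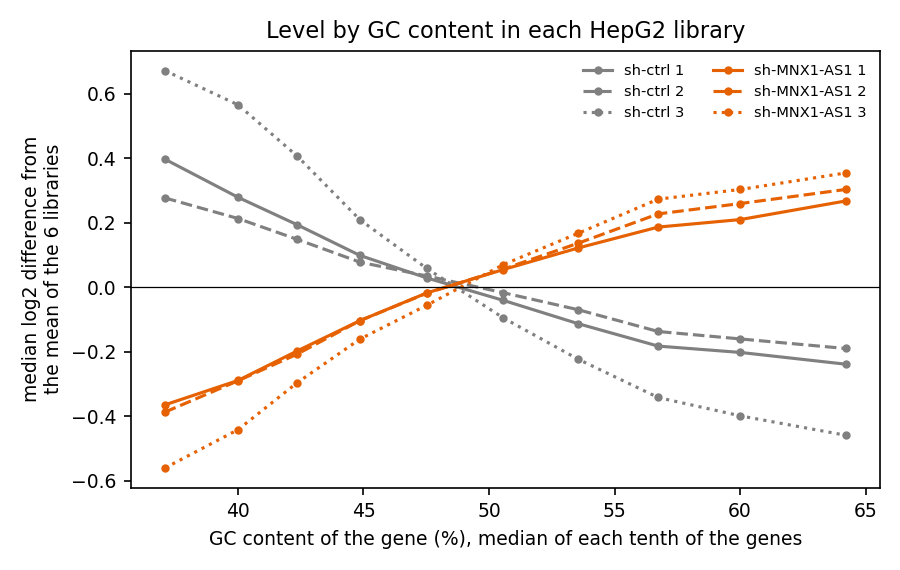
Median log2 difference of each library from the mean of the 6 libraries (y axis), against the GC content of the genes in percent (x axis), for 10 groups of genes ordered by GC content; grey lines are sh-ctrl and orange lines are the libraries labelled sh-MNX1-AS1. In the genes of lowest GC content the sh-ctrl libraries sit between 0.28 and 0.67 and the libraries labelled sh-MNX1-AS1 between −0.56 and −0.36.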

To gain a broader picture of the effects of MNX1-AS1, we also performed RNA-seq analysis. 

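In a Reactome glycolysis list of 73 genes, 66 could be tested, of which 31 were lower and 20 were higher in the libraries labelled sh-MNX1-AS1 (31 lower and 21 higher when adjusted over the list alone). Most of the lower genes were nucleoporins, which build the nuclear pore and which the pathway holds through the regulation of glucokinase. Of 30 nuclear pore members, 18 were lower and 6 were higher, with TPR at a log2 fold change of −1.76 (standard error 0.13), NUP58 at −1.40 (standard error 0.11) and NUP107 at −1.38 (standard error 0.14). Of 20 glycolytic enzymes, 4 were lower and 8 were higher: HK2, the hexokinase of the first step, fell by 1.13 on the log2 scale (standard error 0.094), while PFKM, a phosphofructokinase, was at 1.03 (standard error 0.27). The other 16 members had 9 lower and 6 higher genes, among the former PFKFB4, which makes the activator of phosphofructokinase (−1.60, standard error 0.12).
With all 60612 genes ranked by the signal-to-noise ratio of their FPKM values, the list had an enrichment score of −0.603 and a normalized enrichment score of −1.35 (p = 0.035 from a permutation test with 10000 random gene sets, which treat genes as independent), on the side lower in the libraries labelled sh-MNX1-AS1. Of its 37 leading-edge members, 20 were nuclear pore members. Nuclear pore members alone gave −1.53 (p = 0.010), the list without them −0.97 (p = 0.51) and the enzymes alone −0.77 (p = 0.86), all by the same permutation test. For the nuclear pore members camera gave adjusted p = 0.0056 with a preset correlation but 0.35 with an estimated correlation. Their median log2 fold change went from −0.64 to −0.16 with a trend on GC content and gene length removed (camera adjusted p = 0.11), a correction chosen after seeing the data. Of these members 15 were then lower and 5 were higher, with TPR, NUP58 and NUP107 at −0.94, −0.38 and −0.67. Without the correction, random lists matched on GC content, length and expression had a median of −0.30. Only 0.44% of them were as low as the nuclear pore members, with genes treated as independent. These lists were also chosen after seeing the data. For the glycolysis list, camera, which compares it with all other genes, gave p = 0.054 with a preset correlation and p = 0.068 with an estimated correlation.
The enrichment was not past 0.05 without sh-ctrl replicate 2 (p = 0.059), with upper-quartile scaling of FPKM (p = 0.20), or after the correction for GC content and gene length (normalized enrichment score −1.07, p = 0.33, ranked by log2 fold change, which without the correction gave −1.39, p = 0.048), again by permutation of gene sets. Camera with the preset correlation gave adjusted p = 0.042 for the list after that correction and 0.12 without it. The list was written from memory and its members may differ from those the study used.

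**Figure D2:**
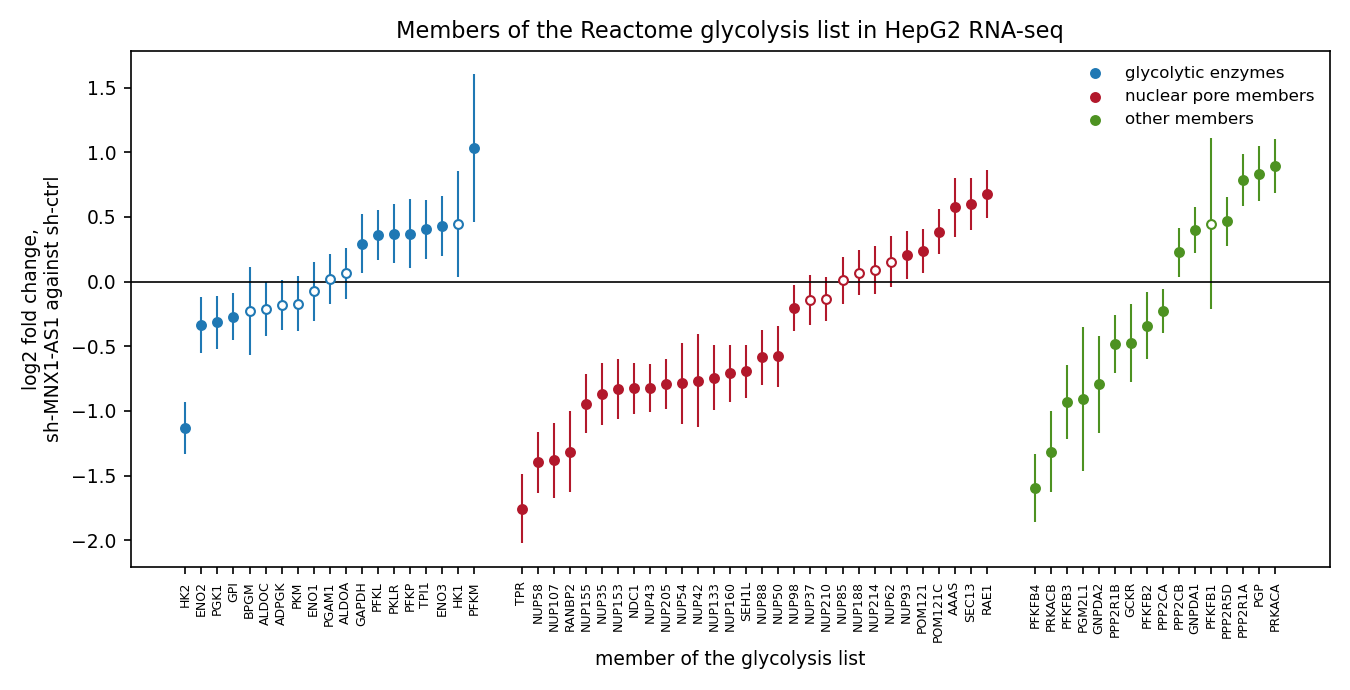
Log2 fold change of the tested members of the glycolysis list, with 1 enzyme not drawn, libraries labelled sh-MNX1-AS1 against sh-ctrl (y axis), by gene (x axis); bars are 95% intervals over 3 libraries per group, filled points passed the test, open points did not, and colours mark enzymes, nuclear pore members and other members. TPR lies lowest among the nuclear pore members at −1.76 and HK2 lowest among the enzymes at −1.13.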

Notably, following MNX1-AS1 knockdown, gene set enrichment analysis (GSEA) showed significant enrichment of the REACTOME_GLYCOLYSIS gene signature (Fig. 6E). Together, these data demonstrate that MNX1-AS1 promotes glycolysis by positively influencing the expression of many key pathway genes.

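LDHA, the lactate dehydrogenase subunit that makes lactate from pyruvate, lies on chromosome 11 of GRCh38 from 18394560 to 18408425. Its normalized count was 33022 ± 1527 (SD, n = 3) in sh-ctrl and 16598 ± 155 (SD, n = 3) in the libraries labelled sh-MNX1-AS1. The log2 fold change was −0.99 (standard error 0.085, adjusted p = 1.6e-07 from edgeR's quasi-likelihood test, and 6.1e-09 when adjusted over the list alone, which held these 3 genes). PDK1, the kinase that switches off pyruvate dehydrogenase and a known target of hypoxia-inducible factor, lies on chromosome 2 from 172555373 to 172608669 and went from 1013 ± 128 (SD, n = 3) to 191 ± 41.1 (SD, n = 3). Its log2 fold change was −2.40 (standard error 0.14, adjusted p = 6.8e-09 from edgeR, and 5.5e-11 over the list alone). SLC2A1, which encodes the glucose transporter GLUT1, lies on chromosome 1 from 42925353 to 42958893 and had 17841 ± 1441 (SD, n = 3) in sh-ctrl and 17414 ± 280.5 (SD, n = 3) in the libraries labelled sh-MNX1-AS1. This difference was within the spread between replicates, with a log2 fold change of −0.035 (standard error 0.088, 95% interval −0.22 to 0.15, adjusted p = 0.74 from edgeR, and 0.70 over the list alone).
Among 10 tested transporters of glucose and lactate, 4 were lower and 3 were higher (4 and 3 also when adjusted over the list alone; camera adjusted p = 0.47). SLC2A3, the glucose transporter GLUT3, fell by 1.87 on the log2 scale (standard error 0.083) and SLC16A1, the lactate transporter MCT1, fell by 0.99 (standard error 0.11), while SLC2A8 rose by 1.10 (standard error 0.11). Of 22 glycolytic enzymes of a wider list that includes the lactate dehydrogenases, 5 were lower and 8 were higher (5 and 8 also over the list alone). Of 5 genes described as targets of nuclear PKM2, 3 were lower, namely LDHA, PDK1 and MYC (−0.78, standard error 0.079), and CCND1, which encodes cyclin D1, had a log2 fold change of 0.12 (standard error 0.079, adjusted p = 0.20 from edgeR, and 0.027 without sh-ctrl replicate 3). That list's shift had adjusted p = 0.0072 in camera and adjusted p = 0.15 with an estimated correlation.
SLC2A1 was past the test without sh-ctrl replicate 3 (log2 fold change −0.12, adjusted p = 0.030 from edgeR). It was so too among genes with a mean of at least 5 FPKM (−0.16, adjusted p = 0.030). There the scaling was recomputed on the genes kept, and other named genes moved down by like amounts. SLC2A1 also passed with the GC and length trend removed (−0.29, adjusted p = 0.00011). That removal, chosen after seeing the data, left LDHA at −0.63 and PDK1 at −1.54 and turned the enzymes of the wider list to 11 lower and 2 higher (camera adjusted p = 0.011, and 0.87 without the removal). The transporters turned to 7 lower and 3 higher (camera adjusted p = 0.012), with SLC16A1 at −0.61 and SLC2A8 at 0.53. These camera values used the preset correlation, the only one run after the removal. Without the removal the enzymes had an estimated correlation of 0.28, with which camera gave adjusted p = 0.95. From the higher LDHA, PDK1 and GLUT1 under overexpression of MNX1-AS1, their lower levels after its depletion, and the enrichment of the glycolysis signature in the RNA-seq, the paper concludes that MNX1-AS1 promotes glycolysis through the expression of pathway genes.

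**Figure D3:**
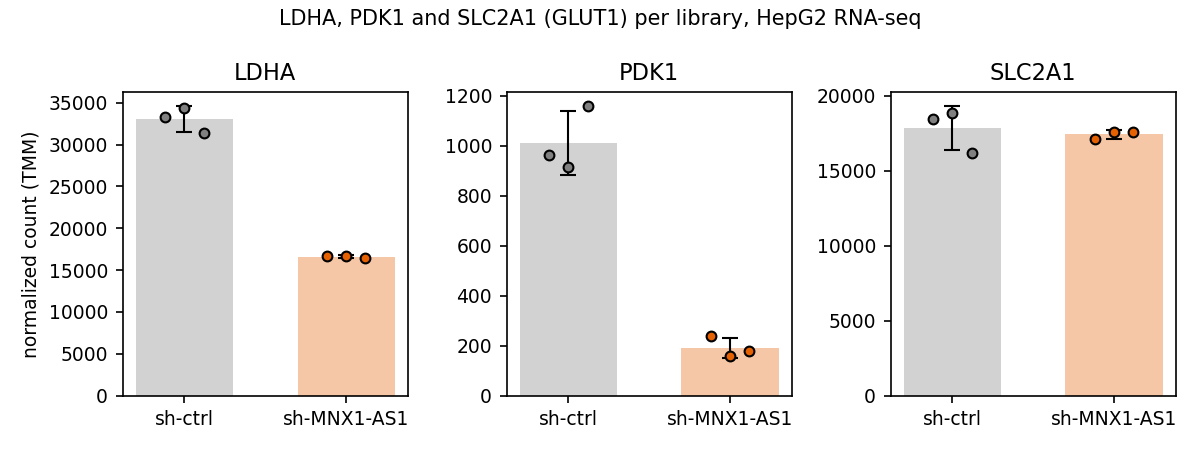
Normalized counts (y axis) of LDHA, PDK1 and SLC2A1 in each HepG2 library (x axis, by group); points are libraries, bars are means and error bars are the SD of 3 libraries. The libraries labelled sh-MNX1-AS1 lie below all sh-ctrl libraries for LDHA and PDK1, and within their range for SLC2A1.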

**Fig. 6:**
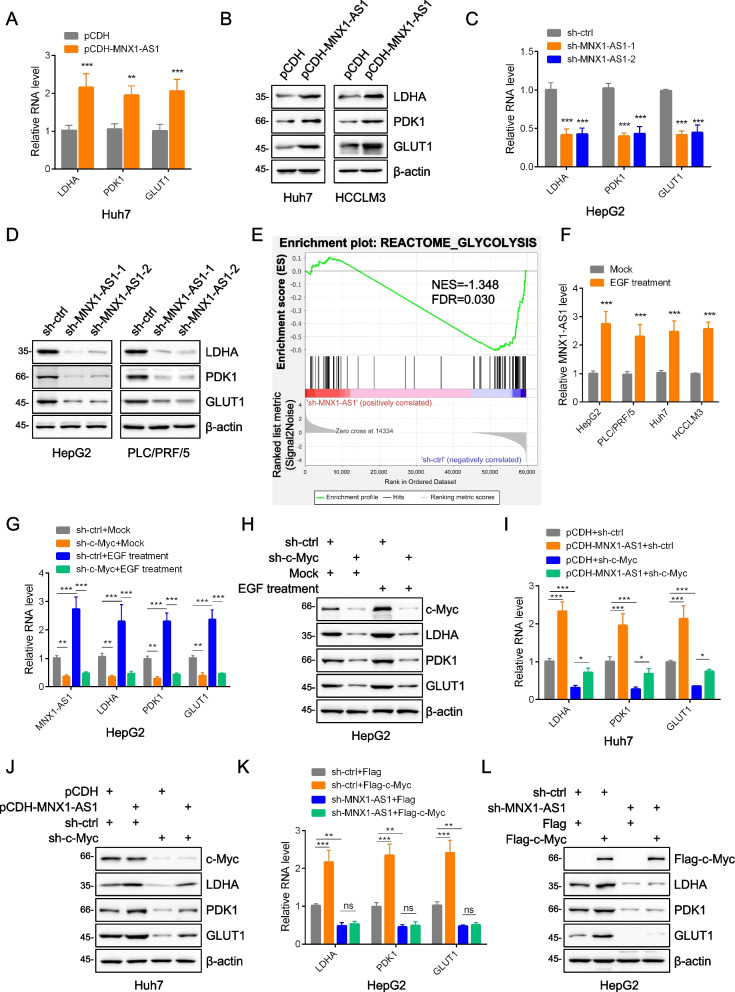
An EGF-c-Myc-MNX1-AS1 axis promotes the Warburg effect through non-glycolytic functions of PKM2. **a**-**d** Huh7 and HCCLM3 cells were infected with pCDH or pCDH-MNX1-AS1 lentiviruses, and HepG2 and PLC/PRF/5 cells were infected with sh-ctrl or sh-MNX1-AS1 lentiviruses. Huh7 and HepG2 cells were subjected to qPCR to determine the expression of LDHA, PDK1 and GLUT1 (**A** and **C**). Huh7, HCCLM3, HepG2 and PLC/PRF/5 were subsequently subjected to Western blotting to determine the expression of indicated proteins (**B** and **D**). **e** GSEA analysis of the GLYCOLYSIS pathway in sh-ctrl versus sh-MNX1-AS1 infected HepG2 cells. **f** MNX1-AS1 levels were measured by qPCR in HepG2, PLC/PRF/5, Huh7 and HCCLM3 cells after treatment with EGF (100 ng/ml) for 24 hours. **g** and **h **HepG2 cells infected with sh-ctrl or sh-c-Myc lentiviruses were subjected to mock or EGF (100 ng/ml) treatment for 24 hours before qPCR analysis of RNA level of MNX1-AS1, LDHA, PDK1 and GLUT1 (**G**) and Western blotting to determine the expression of indicated proteins (**H**). **i** and **j** Huh7 cells infected with sh-ctrl or sh-c-Myc lentiviruses were subjected to infection of pCDH control or pCDH-MNX1-AS1 lentiviruses. qPCR analysis of RNA level of LDHA, PDK1 and GLUT1 (**I**) and Western blotting to determine the expression of indicated proteins (**J**). **k** and **l** HepG2 cells infected with sh-ctrl or sh-MNX1-AS1 lentiviruses were subjected to transfection of Flag control or Flag-c-Myc. qPCR analysis of RNA level of LDHA, PDK1 and GLUT1 (**K**) and Western blotting to determine the expression of indicated proteins **L**. **A**, **C**, **F**, **G**, **I** and **K** are mean ± SD; *n* = 3 independent experiments, two-way ANOVA with Bonferroni’s multiple comparison post-test, ns, not significant, *p < 0.05, **p < 0.01, ***p < 0.001. **B**, **D**, **H**, **J** and **L** are represent of three independent experiments

Since we had shown that c-Myc was responsible for the transactivation of MNX1-AS1, we sought to clarify the relationship between c-Myc, MNX1-AS1 and glycolysis. We first checked whether c-Myc affected the expression of LDHA, PDK1 and GLUT1. As expected, depletion of c-Myc phenocopied the effects of MNX1-AS1 knockdown, decreasing the mRNA levels of LDHA, PDK1 and GLUT1 in HepG2 and PLC/PRF/5 cells (Fig. S6C and S6D). In contrast, elevating c-Myc expression increased their levels (Fig. S6E and S6F). And since the function of MNX1-AS1 was integrally linked to EGFR signaling, we sought to confirm if EGF promoted c-Myc and MNX1-AS1 expression. Indeed, we found that EGF treatment significantly increased MNX1-AS1 and c-Myc mRNA levels in four different HCC cell lines (Fig. 6F and S6G). Thus, EGFR pathway activation drives c-Myc and MNX1-AS1 expression.

Lastly, we sought to amalgamate all key findings revealed by our study, namely the contribution of EGF signaling to the expression of c-Myc and MNX1-AS1, the effects of MNX1-AS1 on PKM2 nuclear translocation and the links to the Warburg effect. Towards this, we assessed the effects of EGF stimulation in c-Myc-depleted HepG2 cells. Instructively, we observed that depletion of c-Myc abolished the increased levels of MNX1-AS1 and LDHA, PDK1 and GLUT1 mRNAs resulting from EGF treatment (Fig. 6G). Accordingly, protein level measurements by Western blotting demonstrated similar changes (Fig. 6H). However, the diminished levels of LDHA, PDK1 and GLUT1 in c-Myc depleted cells could be partially rescued by overexpression of MNX1-AS1 (Fig. 6I and J). Conversely, when MNX1-AS1 was silenced, ectopic expression of c-Myc failed to promote increases in LDHA, PDK1 and GLUT1 expression (Fig. 6K and L). Moreover, akin to previous results, knockdown MNX1-AS1 and/or c-Myc significantly attenuated nuclear translocation of PKM2 induced by EGF treatment (Fig. S6H and S6I). Furthermore, we also observed that depletion of PKM2 abolished increased mRNA and protein levels of LDHA, PDK1 and GLUT1 after ectopic expression of MNX1-AS1 (Fig. S6J and S6K). Similarly, knockdown of PKM2 also attenuated increased mRNA and protein levels of LDHA, PDK1 and GLUT1 induced by EGF treatment (Fig. S6L and S6M). Thus, while c-Myc is clearly important in driving MNX1-AS1 expression, the downstream effects are not dependent on c-Myc expression per se. Consequently, these data reveal the existence of an EGF-c-Myc-MNX1-AS1 axis which promotes the expression of genes that enhance glycolytic flux through non-glycolytic functions of PKM2, thereby promoting the Warburg effect.

### Biological implications of MNX1-AS1 in tumorigenesis

We returned to consider physiological contribution of MNX1-AS1 in tumorigenesis. Unsurprisingly, depletion of MNX1-AS1 inhibited HepG2 cell proliferation while its enforced expression promoted proliferation (Fig. 7A and S7A). Moreover, these effects were mirrored in the long-term survival of HepG2 cells in clonogenic assays (Fig. 7B, C, S7B and S7C). Similarly, in the context of tumor xenografts, manipulating MNX1-AS1 expression by knockdown or overexpression indicated that MNX1-AS1 was positively correlated with the rates of in vivo tumor growth (Fig. 7D, E, S7D and S7E). Furthermore, we found that depletion of PKM2 abolished increased levels of cell proliferation and clonogenicity triggered by ectopic expression of MNX1-AS1 (Fig. S7F-H). Thus, MNX1-AS1 functions as a driver of tumor cell growth both in vitro and in vivo.

**Fig. 7:**
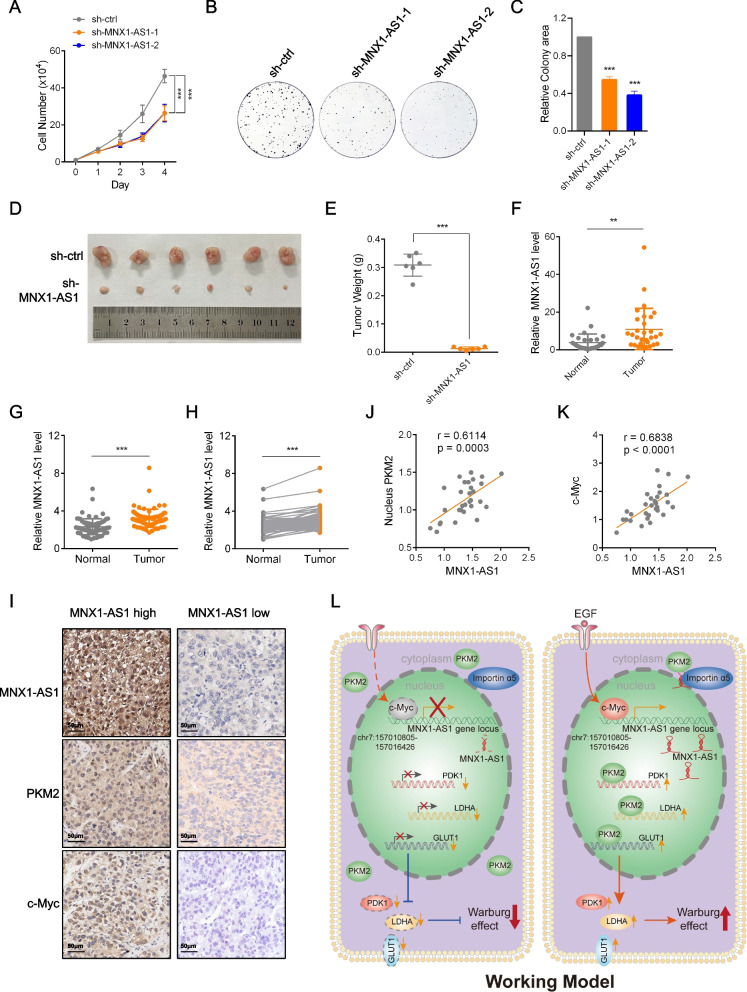
Biological implications of MNX1-AS1 in tumorigenesis. **a**-**c** Cell proliferation rates assessed by cell number determination (**A**) or clonogenic assays (**B** and **C**) in HepG2 cells stably expressing sh-ctrl or sh-MNX1-AS1. Data are shown as mean ± SD; *n* = 3 independent experiments, two-way ANOVA with Bonferroni’s multiple comparison post-test (**A**), one-way ANOVA with Tukey’s multiple comparison post-test (**C**), ***p < 0.001. **d** and **e **Comparison of the growth of PLC/PRF/5 xenografts stably expressing sh-ctrl or sh-MNX1-AS1 vectors (**D**). Final tumor weights after dissection were compared (**E**). Data are shown as mean ± SD; *n* = 6 mice per group, two-tailed Student’s t-test, ***p < 0.001. **f** qPCR assays to determine MNX1-AS1 expression in 30 pairs of hepatocellular carcinoma tumor samples and adjacent normal tissues. Data are shown as mean ± SD; *n* = 30, two-tailed Student’s t-test, **p < 0.01. **g** and **h** In situ hybridization showing higher MNX1-AS1 expression in tumors compared to adjacent normal tissues (*n* = 75), quantification of IHC staining in tumors and normal tissues (**G**), and pairwise comparisons of MNX1-AS1 expression (**H**). Data are shown as mean ± SD; *n* = 75, two-tailed paired Student’s t test, ***p < 0.001. **i**-**k** In situ hybridization of MNX1-AS1 expression and immunostaining of PKM2 and c-Myc in hepatocellular carcinoma tumor samples, (**I**) showing the representative in situ hybridization staining. Correlation analyses conducted between MNX1-AS1 and nucleus PKM2 levels (J), MNX1-AS1 and c-Myc levels (**K**), (*n* = 30). r, Pearson correlation coefficients (r) and p, *p*-values. (**l**) **l** Schematic illustration showing the working model for MNX1-AS1 in regulation of Warburg effect by promoting PKM2 nuclear translocation

We then sought to establish whether MNX1-AS1 potentially contributed to tumorigenesis in clinical cases of hepatocellular carcinoma. Towards this, we undertook qPCR-based analyses comparing the expression of MNX1-AS1 in hepatocellular cancer tissues versus paired adjacent non-cancerous tissues. Among 30 pairs of tissues, we found an overall significant increase in MNX1-AS1 expression in hepatocellular carcinoma tissues (Fig. 7F). Using an independent cohort of 75 pairs of hepatocellular carcinoma tumors and adjacent non-cancerous tissues, we employed in situ hybridization (ISH) to measure MNX1-AS1. As per the qPCR data, the levels of MNX1-AS1 were increased in tumor tissues where a clearly nuclear pattern of staining was evident (Fig. 7G and S7I). Moreover, pairwise comparisons showing MNX1-AS1 was increased in 72/75 (96%) of tumors relative to normal tissues (Fig. 7H). Finally, in order to establish evidence from clinical samples showing that MNX1-AS1 expression in hepatocellular carcinoma was related to nucleus PKM2 and c-Myc levels. Towards this, we employed in situ hybridization (ISH) and immunohistochemistry (IHC) to measure MNX1-AS1 expression, PKM2 and c-Myc levels. Consistent with the mechanism disclosed in the in vitro studies, ex vivo tissues with high MNX1-AS1 levels showed high nucleus PKM2 and c-Myc expression (Fig. 7I), providing an overall positive correlation between nucleus PKM2 or c-Myc levels and MNX1-AS1 expression (Fig. 7J and K).

Taken together, our data discloses a role for MNX1-AS1 as an oncogene, functioning to promote the Warburg effect in HCC cells. Linked to EGF signaling and transactivated by c-Myc, MNX1-AS1 enables the nuclear import of PKM2, unleashing its non-glycolytic function as a coactivator to activate transcription of *LDHA*, *PDK1* and *GLUT1* genes. Elevated expression of LDHA, PDK1 and GLUT1 was known to promote the Warburg effect [11, 30]. Our working model is illustrated in Fig. 7L.

## Discussion

MNX1-AS1 has previously attracted the attention of researchers with different studies showing it is overexpressed in a variety of malignancies including colorectal cancer, cervical cancer, ovarian cancer, prostate cancer, breast cancer, esophageal cancer (ESCC), laryngeal squamous cell carcinoma (LSCC), lung cancer, gall bladder cancer (GBC), hepatocellular carcinoma and intrahepatic cholangiocarcinoma [19–26, 31–34]. Within these reports there is evidence that higher MNX1-AS1 expression is correlated with detrimental pathological features and worse clinical outcomes. Here our findings corroborated the overexpression of MNX1-AS1 in HCC, and we further established that MNX1-AS1 is differentially overexpressed in greater than 20 cancer types. These findings position MNX1-AS1 as a true pan cancer-expressed lncRNA, highlighting the importance of understanding how it contributes to tumorigenesis. As with proteins, lncRNAs are multifunctional entities and it therefore not surprising that several mechanisms of action have been attributed to MNX1-AS1.

Presently, the majority of published studies ascribe MNX1-AS1 to be a competing endogenous RNA (ceRNA), acting against different targets to elicit downstream effects on the migration and invasion of HCC [19], ESCC [31], ovarian [22] and lung cancers [32] by sponging miR-218-5p, miR-34a, miR-744-5p and miR-527, respectively, while in LSCC, MNX1-AS1 was shown to promote β-catenin signaling by targeting miR-744–5p [34]. Other reports propose that MNX1-AS1 can directly or indirectly influence major signaling pathways including Jak/Stat3 and Akt/mTOR in breast cancer [22, 35], MAPK in cervical cancer [24] and also possibly Notch in LSCC [36]. These functions are presumably carried out in the cytoplasm while we found there was a striking presence of MNX1-AS1 in the nucleus of ex vivo HCC tissues. We also observed a predominantly cytoplasmic pool of MNX1-AS1 in HCC cell lines under basal conditions, but its nuclear localization dramatically increased after EGF treatment. Only two current reports definitively indicate that MNX1-AS1 functions in the nucleus. Wu et al. showed that MNX1-AS1 functioned to activate the co-transcriptional/translation factor Y-box-binding protein 1 (YB1), with MNX1-AS1 transactivated by c-Myc but with YB1 involved in promoting downstream c-Myc target expression [26]. Alternatively, Li et al. showed that MNX1-AS1 was coopted to occupy the MNX1 gene promoter along with c-Myc and MAZ to increase MNX1 expression. In turn, MNX1 serves to drive expression of the Hippo inhibitor Ajuba, thereby triggering downstream Hippo target expression. Our report now establishes a very different role for MNX1-AS1 in the nucleus through PKM2, also invoking a role for c-Myc but with important differences from previous reports.

As the major PK isoform expressed by cancer cells, PKM2 is a key enzyme involved in promoting tumorigenesis through its contributions to glycolysis and the Warburg effect [37]. However, not only is PKM2 an implicit component of the glycolytic cascade but it has non-glycolytic functions. It is well known that c-Myc regulates PKM2 transcription, with nucleus PKM2 creating a positive feedback-loop to induce c-Myc expression [12, 38]. Furthermore, PKM2 is also embedded within HIF-1α signaling with HIF-1α transcriptionally regulates PKM2 expression, with the nuclear-localized pool of PKM2 functioning as a HIF-1α coactivator, influencing the transcription of key genes associated with glycolysis including *LDHA*, *PDK1* and *GLUT1* [11]. We found that EGFR activation increased MNX1-AS1 expression through c-Myc, and notably, EGFR activation is known to promote PKM2 nuclear translocation to enhance the Warburg effect [12]. While our data agree that MNX1-AS1 expression is induced by c-Myc, a major exception from previous reports was that the downstream effects of MNX1-AS1 were independent of c-Myc. Furthermore, MNX1-AS1 does not influence PKM2 protein levels, strengthening the notion that its primary role is to facilitate the PKM2 nuclear translocation.

Prior work has shown that interactions between PKM2, importin α5 and PIN1 are essential for PKM2 nuclear translocation [12]. Here we established that MNX1-AS1 directly bridges interactions between PKM2 and importin α5, with sequences embedded in exons 1 and 2 of MNX1-AS1 responsible for binding to importin α5 and PKM2, respectively. On the other hand, the MNX1-AS1 binding sequences within PKM2 and importin α5 overlapped those previously established as containing the NLS of each protein. And in response to EGFR activation, the scaffolding function of MNX1-AS1 was responsible for the entry of PKM2 into the nucleus. We did not find any obvious role for PIN1 in this process, but it remains conceivable that our results reflect a similar or even the same mechanism. Notwithstanding this point, we showed remarkably that manipulating MNX1-AS1 in HCC cells produced glycolytic gene changes consistent with the reported effects of nucleus PKM2.

Certain lncRNAs have already been shown to engage PKM2 and affect its activity in cancer cells in remarkably different manners. The examples of the lncRNAs FEZF1-AS1 and HULC already described [16, 17] revealed direct binding as adapters consequently promoting PKM2 expression and/or activity to increase glycolytic flux. Of note, exon 10 in PKM2 was responsible for HULC binding with the same sequences included in the PKM2 region we found to bind to MNX1-AS1. Alternatively, lncRNAs can cause PKM2 to “switch sides”, changing substrate preference from PEP to proteins such as reported with lncCCAT1. Namely, the interaction of lncCCAT1 with PKM2 promotes it to alternatively phosphorylate and activate SREBP2, leading to transcriptional enhancement of lipogenic genes including those promoting the Warburg effect [39]. This report now expands this repertoire to illustrate in detail the mechanism whereby MNX1-AS1 promotes the nuclear functions of PKM2.

Lastly, it is pertinent to consider the utility of our findings. Given the accumulating evidence, it seems indisputable that MNX1-AS1 is important for the tumorigenesis of many cancer types, not just HCC as studied here. This proposes that the elevated expression of MNX1-AS1 could broadly serve as a prognostic biomarker or even provide therapeutic opportunities as a drug target. The latter is interesting to ponder given the difficulties associated with targeting glycolysis which is a universal process in malignant and normal cells alike. Given aberrant MNX1-AS1 expression as a common event in cancer cells, this suggests potential therapeutic opportunities to counter glycolysis in cancer cells via targeting the non-glycolytic functions of key enzymes such as PKM2. And although glycolytic enzymes are highly abundant in cells, with most of PKM2 found cytosolically, the contribution of the nuclear pool towards reinforcing the aerobic glycolytic program in cancer cells appears to be of considerable significance. Indeed, we found that targeting MNX1-AS1 abolished EGF-stimulated PKM2 nuclear translocation with robust inhibition of tumor growth observed in vitro and in vivo. It can also be noted there is considerable interest in the therapeutic targeting of EGFR signaling which is activated in multiple cancers [40, 41]. Our discovery of the role of elevated MNX1-AS1 therefore provides opportunities to counter EGFR activation.

## Conclusions

In conclusion, our works demonstrated that MNX1-AS1 as a pan-cancer upregulated lncRNA, reinforces the Warburg effect through facilitating the non-glycolytic actions of PKM2 in the cell nucleus in response to EGF. Thus implicitly highlights the potential of targeting MNX1-AS1 to selectively counter the Warburg effect in a range of tumor types.

## Supplementary Information

**Additional file 1.**

**Additional file 2.**

**Additional file 3.**

**Additional file 4.**

**Additional file 5.**

## Data Availability

All data generated or analyzed during this study are included in this published article and its Additional Files. The RNA-seq data (sh-ctrl versus sh-MNX1-AS1) was submitted to GEO (Gene Expression Omnibus) database (Accession number: GSE213064).

## Abbreviations

LncRNA: long non-coding RNA
HCC: hepatocellular carcinoma
MNX1-AS1: motor neuron and pancreas homeobox 1 antisense RNA 1
EGFR: epidermal growth factor receptor
PKM2: pyruvate kinase isoform M2
qPCR: quantitative reverse transcription polymerase chain reaction
FISH: fluorescence in situ hybridization
RIP: RNA immunoprecipitation
ChIP: chromatin immunoprecipitation
MS: mass spectrometry
ECAR: extracellular acidification rate
GSEA: gene set enrichment analysis
IF: immunofluorescence
PIN1: peptidylprolyl cis/trans isomerase, NIMA-interacting 1

# Supplementary material for: MNX1-AS1, a c-Myc induced lncRNA, promotes the Warburg effect by regulating PKM2 nuclear translocation
**Source:** J Exp Clin Cancer Res. 2022 Dec 7;41:337. doi: 10.1186/s13046-022-02547-3
**Supplement:** Supplementary file 4 — Additional file 4.

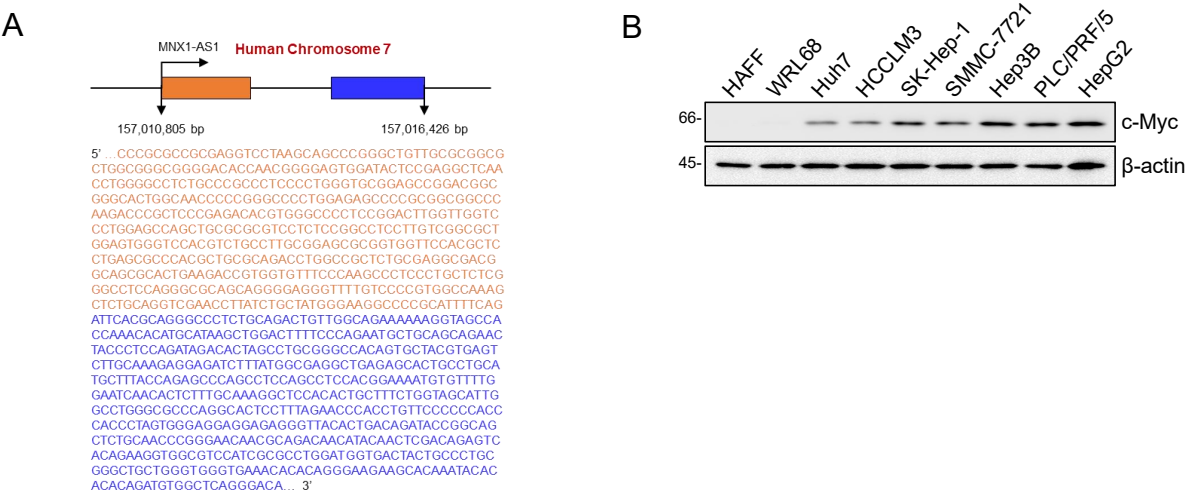

Fig. S1 MNX1-AS1 is a c-Myc associated pan-cancer lncRNA
A. Schematic illustration of the intron-exon structure of MNX1-AS1 on chromosome 7.

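In GENCODE release 29, MNX1-AS1 is a long intergenic RNA gene on the plus strand of chromosome 7 of GRCh38, from 157010805 to 157016426. Exon 1 runs from 157010805 to 157011307 (503 nt) and exon 2 from 157015889 to 157016426 (538 nt), with an intron of 4581 nt between them and a spliced transcript of 1041 nt. MNX1, a homeobox gene on the minus strand, lies beside it with a gap of 153 nt, and no annotated gene of the release overlaps MNX1-AS1. The target of sh-MNX1-AS1-1 in Table S4, GGAACAACGCAGACAACATAC, lies in exon 2 from 157016278 to 157016298, at nucleotides 893 to 913 of the transcript. The target of sh-MNX1-AS1-2, GCGCCCAGGCACTCCTTTAGA, lies in exon 2 from 157016179 to 157016199, at nucleotides 794 to 814. The qPCR forward primer, AGGCCCCGCATTTTCAGATT, covers nucleotides 487 to 506 and spans the junction of the exons, and the reverse primer, CCCGCAGGCTAGTGTCTATC, matches the minus strand in exon 2 from 157015993 to 157016012, at nucleotides 608 to 627. Each of these sequences matched, without a mismatch, transcripts of MNX1-AS1 and of no other gene in the annotation. The RNA-seq counts are sums over both exons and do not separate the part that holds the shRNA targets.

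**Figure D4:**
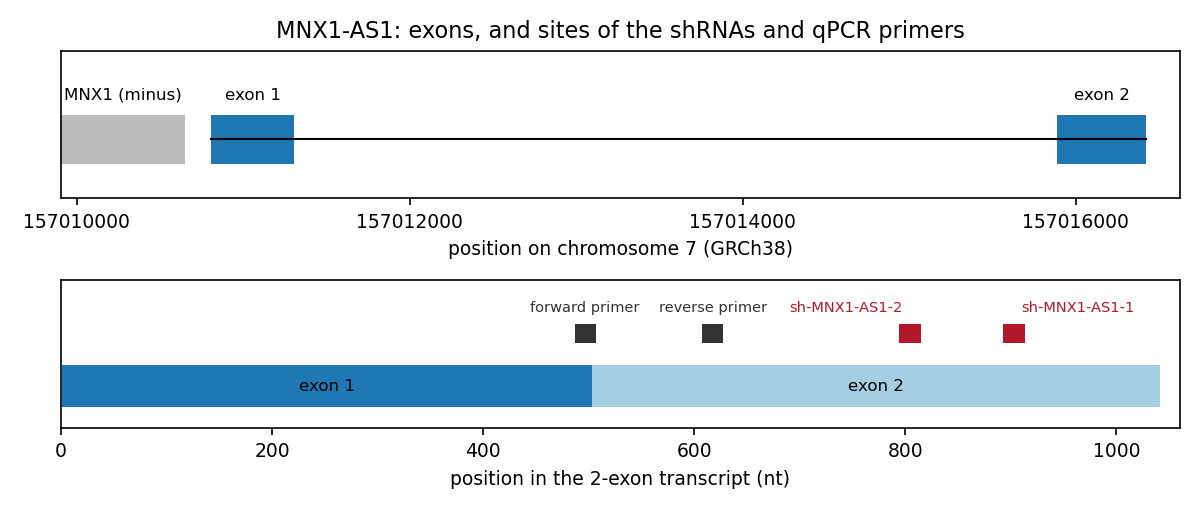
Map of MNX1-AS1 on chromosome 7 of GRCh38 (upper panel, x axis in bases) with its exons in blue and the edge of MNX1 in grey, and the spliced transcript (lower panel, x axis in nt) with the shRNA targets in red and the qPCR primers in dark grey. Both shRNA targets sit in exon 2, at 794 to 814 and 893 to 913. The forward primer spans the junction.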

B. Western blot analysis measuring c-Myc protein levels in hepatocellular carcinoma and normal cell lines. Data shown represent three independent experiments.

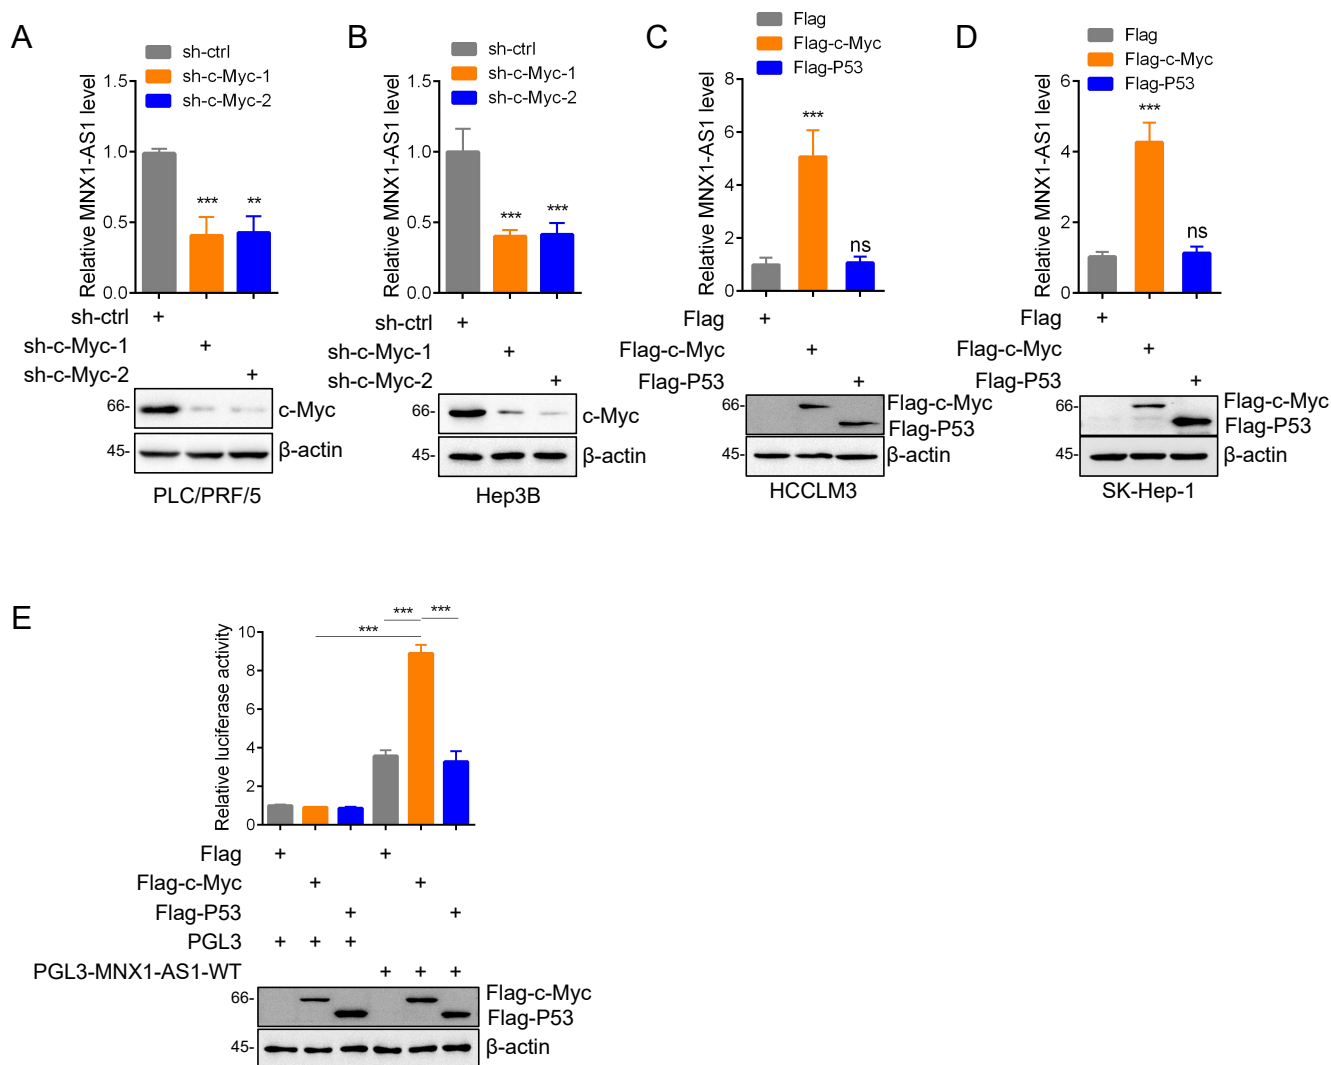

Fig. S2 MNX1-AS1 is a direct target of c-Myc

A-D. MNX1-AS1 levels were measured by qPCR after infection of PLC/PRF/5 cells or Hep3B cells with lentiviruses containing control shRNA (sh-ctrl) or two independent shRNAs targeting c-Myc (A and B), or after transfection of HCCLM3 cells or SK-Hep-1 with either control Flag plasmid, Flag-c-Myc or Flag-P53 (negative control) plasmids (C and D).

E. Luciferase reporter assays in HepG2 cells after co-transfection of indicated plasmids for 24 h. The expression of Flag-c-Myc and Flag-P53 were confirmed by Western blotting.

A-E. are mean $\pm$ SD; n=3 independent experiments, one-way ANOVA with Tukey's multiple comparison post-test, ns, not significant, ***p < 0.001.

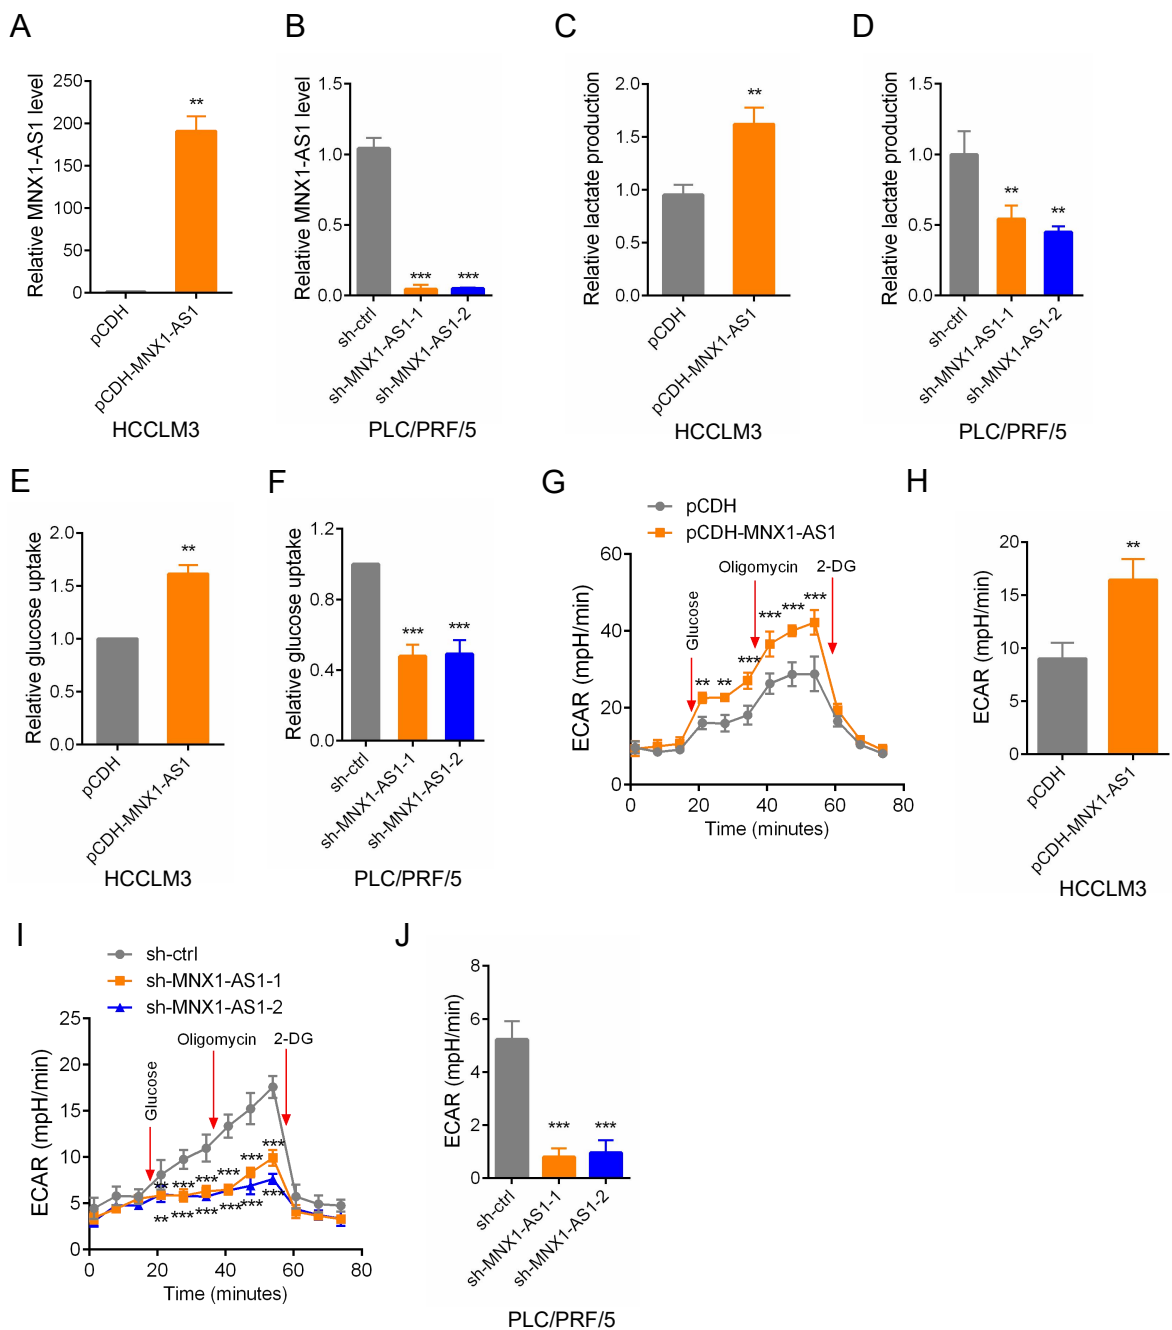

Fig. S3 MNX1-AS1 promotes glycolysis in HCC

A and B. MNX1-AS1 levels were measured by qPCR after infection of HCCLM3 cells with either pCDH control or pCDH-MNX1-AS1 lentiviruses (A), or after infection of PLC/PRF/5 cells with lentiviruses containing control shRNA (sh-ctrl) or two independent shRNAs targeting MNX1-AS1 (B).

C and D. Extracellular lactate production in HCCLM3 (C) and PLC/PRF/5 (D) cells from (A) and (B).

E and F. Glucose uptake were measured in HCCLM3 (E) and PLC/PRF/5 (F) cells from (A) and (B).

G – J. ECAR was measured by Seahorse XF assays in HCCLM3 (G and H) and PLC/PRF/5 (I and J) cells from (A) and (B). The glycolysis rate were calculated as: (Maximum ECAR before Oligomycin injection)-(Last ECAR before Glucose injection).

A, C, E and H. are mean $\pm$ SD; n=3 independent experiments, two-tailed paired Student's t test, **p < 0.01. (B, D, F and J) are mean $\pm$ SD; n=3 independent experiments, one-way ANOVA with Tukey's multiple comparison post-test, **p < 0.01, ***p < 0.001. (G and I) are mean $\pm$ SD; n=3 independent experiments, two-way ANOVA with Bonferroni's multiple comparison post-test, ns, not significant, **p < 0.01, ***p < 0.001.

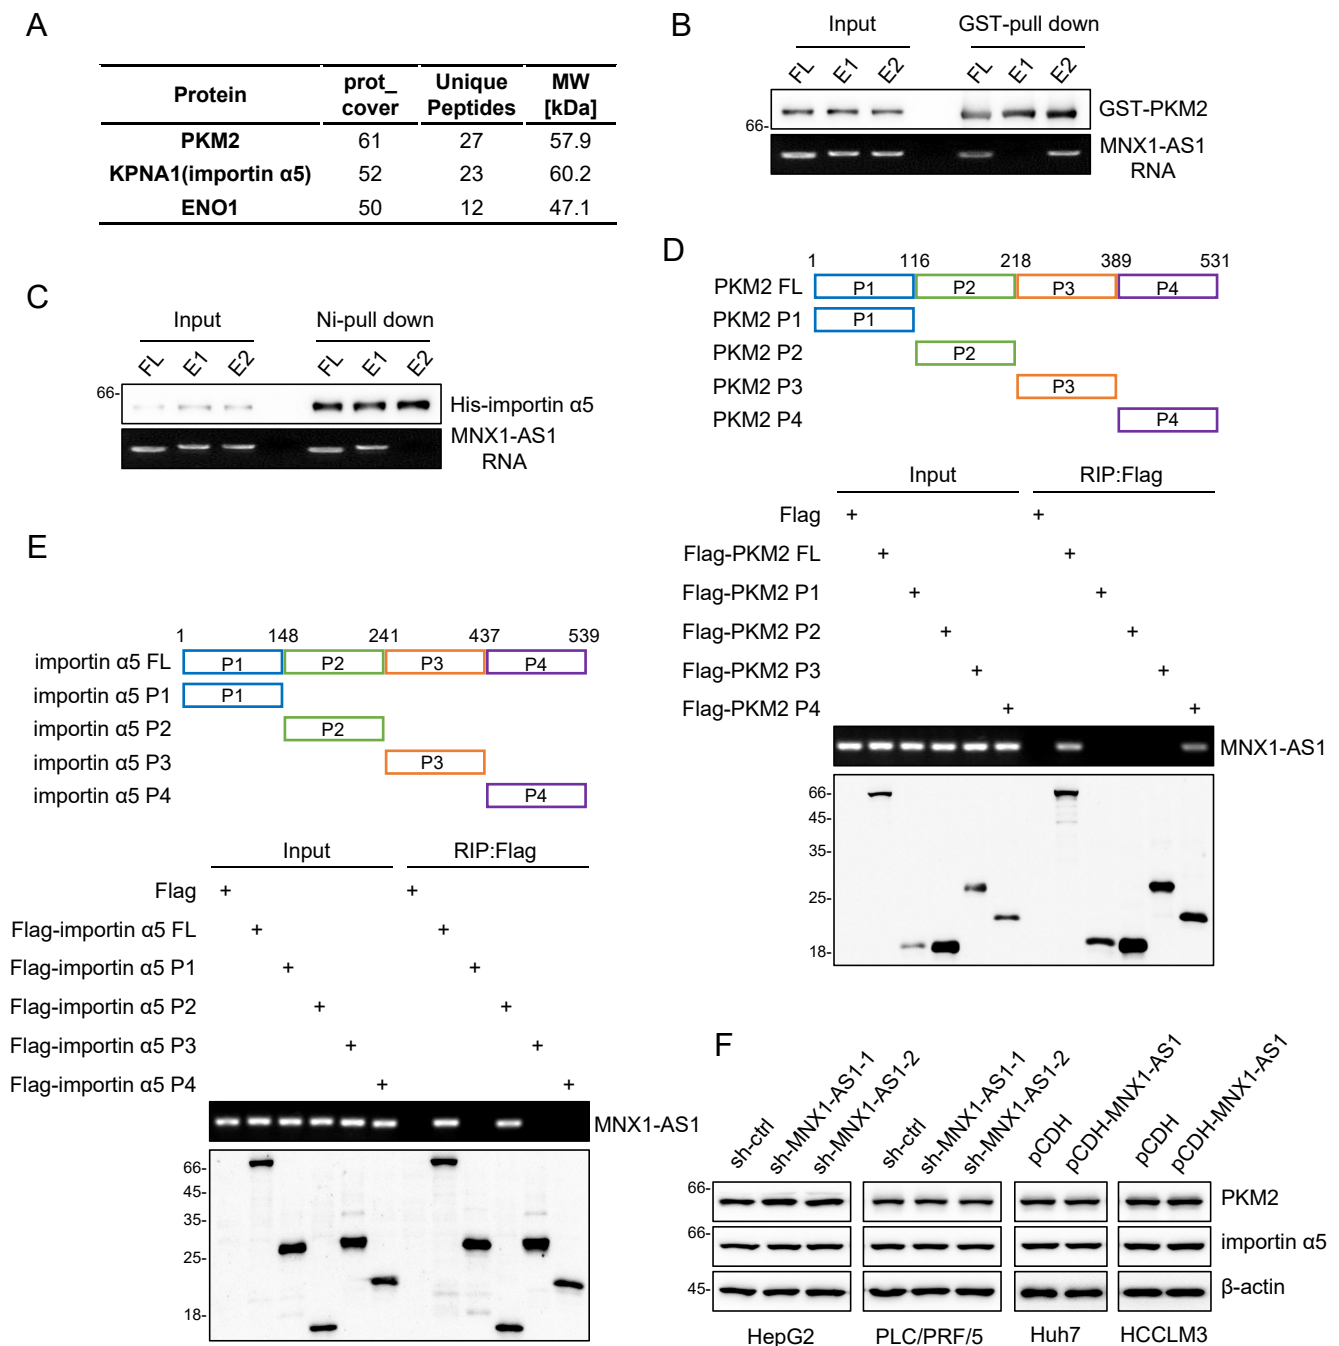

Fig. S4 MNX1-AS1 directly binds to PKM2 and importin α 5

A . Table showing selected MNX1-AS1 interacting proteins involved in glycolysis identified by mass spectrometry analysis.

B and C. RNA protein pull-down assays were conducted with glutathione Sepharose (B) and Ni-NTA Sepharose (C), results were assessed by semi-quantitative RT-PCR using primers detecting Full-length, Exon 1 or Exon 2 of MNX1-AS1.

D and E. Schematic illustration of PKM2 and importin α 5 functional domains and corresponding truncation constructs (top D, E). RIP assays were conducted using Flag antibody with cell lysates from HepG2 cells transfected with full-length PKM2 or its respective deletion mutants (D), importin α 5 or its respective deletion mutants (E). Co-precipitated proteins were revealed by Western blot using anti-Flag-HRP antibody. MNX1-AS1 was assessed by semi-quantitative RT-PCR.

F. HepG2 and PLC/PRF/5 cells bearing either sh-ctrl or sh-MNX1-AS1 lentiviruses (left), or Huh7 and HCCLM3 cells infected with either pCDH or the pCDH-MNX1-AS1 overexpression vector (right). PKM2 and importin α 5 were assessed by Western blot analysis.

B-F. represent three independent experiments.

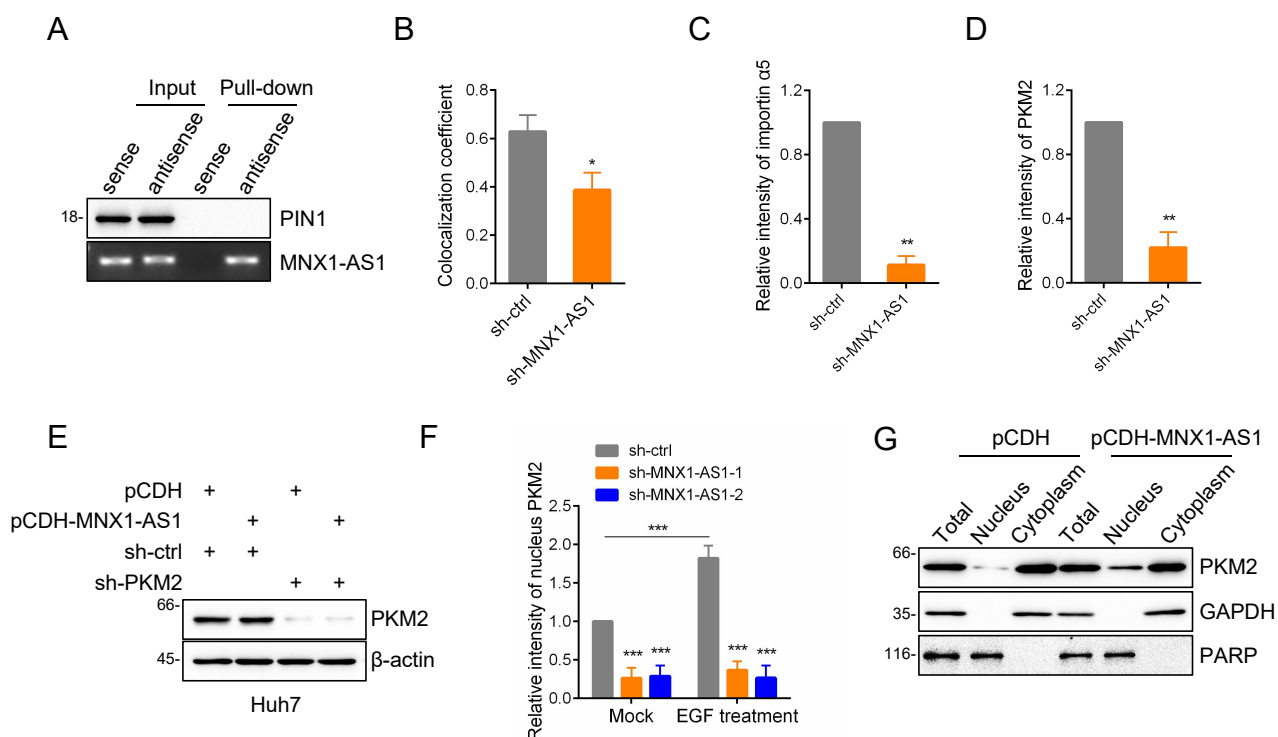

Fig. S5 MNX1-AS1 enhances PKM2 nuclear translocation in response to EGF

A . RNA protein pull-down assays using biotin-labelled sense or anti-sense MNX1-AS1 probes against cell lysates from HepG2 cells, RNA protein pull-down assay samples were subjected to Western blotting against PIN1 (top) or semi-quantitative RT-PCR for MNX1-AS1 (bottom).

B. Colocalization between PKM2 and importin α5 in Figure 5 was measured using ZEN imaging software.

C-D. Quantitation of the experiments in Figures 5B (C) and 5C (D) using densitometric measurements using ImageJ software.

E. Western blot analysis to verify PKM2 knockdown.

F. Quantitation of the experiments in Figures 5I using densitometric measurements using ImageJ software.

G. Huh7 cells were infected with lentiviruses containing pCDH control or pCDH-MNX1-AS1. Cells were subjected to subcellular fractions, and PKM2 subcellular location were assessed by Western blot analysis. PARP and GAPDH served as controls for Western blotting.

(A, E and G) represent three independent experiments. (B-D) are mean $\pm$ SD; n=3 independent experiments, two-tailed paired Student's t test, *p < 0.05, **p < 0.01. (F) is mean $\pm$ SD; n=3 independent experiments, two-way ANOVA with Bonferroni's multiple comparison post-test, ***p < 0.001.

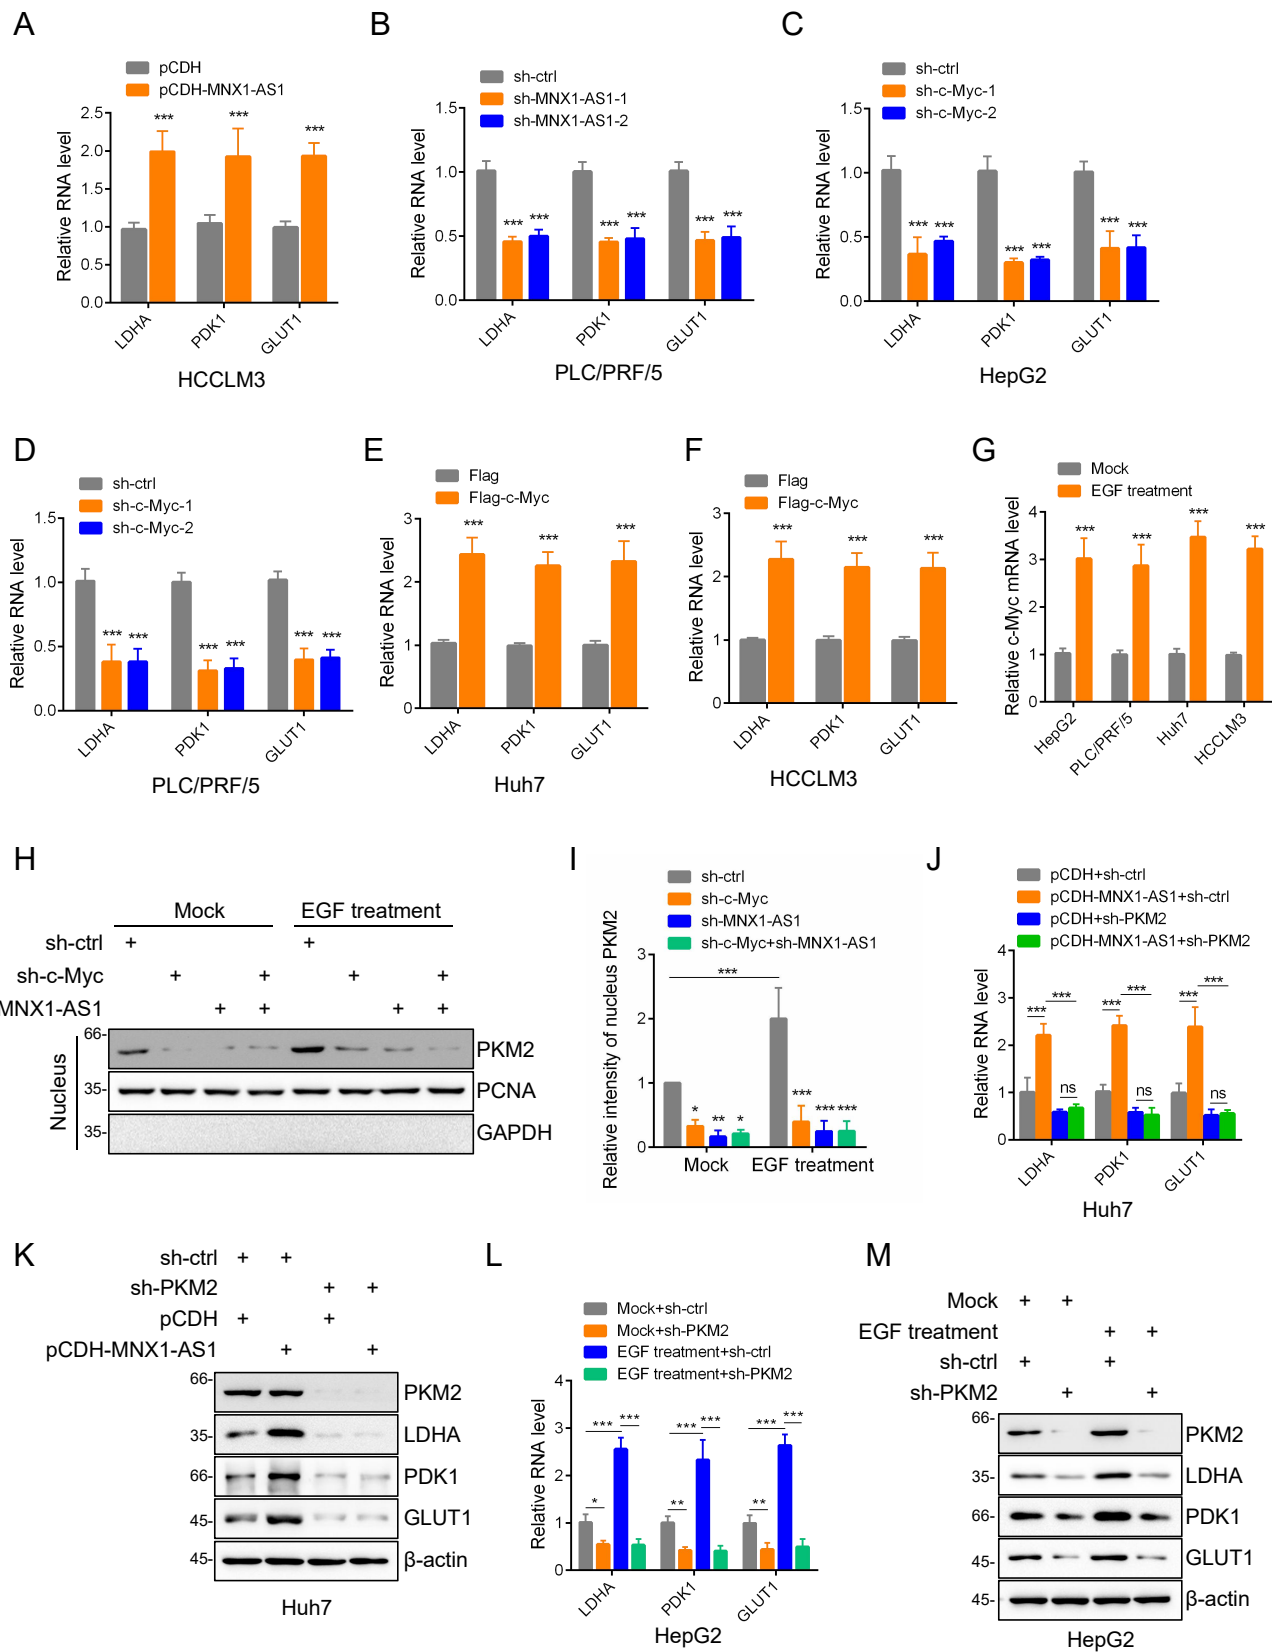

(legend on next page)

Fig. S6 An EGF-c-Myc-MNX1-AS1 axis promotes the Warburg effect through non-glycolytic functions of PKM2

A. HCCLM3 cells infected with pCDH control or pCDH-MNX1-AS1 lentiviruses and subsequently subjected to qPCR to determine the expression of LDHA, PDK1 and GLUT1.

B. PLC/PRF/5 cells were infected with lentiviruses containing sh-ctrl or sh-MNX1-AS1. Cells were subsequently subjected to qPCR to determine the expression of LDHA, PDK1 and GLUT1.

C-F. HepG2 and PLC/PRF/5 cells were infected with lentiviruses containing sh-ctrl or sh-c-Myc (C and D), or Huh7 and HCCLM3 cells were transfected with Flag control or Flag-c-Myc (E and F). Cells were subsequently subjected to qPCR to determine the expression of LDHA, PDK1 and GLUT1.

G. c-Myc mRNA levels were measured by qPCR in HepG2, PLC/PRF/5, Huh7 and HCCLM3 cells after treatment with EGF (100 ng/ml) for 24 hours.

H-I. HepG2 cells were infected with lentiviruses containing sh-ctrl, sh-c-Myc and/or sh-MNX1-AS1. Cells were with and without EGF (100 ng/ml) treatment before subcellular fractions. Nucleus PKM2 were assessed by Western blot analysis (H). Quantitation of the experiments using densitometric measurements (I).

J and K. Huh7 cells infected with sh-ctrl or sh-PKM2 lentiviruses were subjected to infection of pCDH control or pCDH-MNX1-AS1 lentiviruses. qPCR analysis of RNA level of LDHA, PDK1 and GLUT1 (J) and Western blotting to determine the expression of indicated proteins (K).

L and M. HepG2 cells infected with sh-ctrl or sh-PKM2 lentiviruses were subjected to mock or EGF (100 ng/ml) treatment for 24 hours before qPCR analysis of RNA level of LDHA, PDK1 and GLUT1 (L) and Western blotting to determine the expression of indicated proteins (M). (A-G, I, J and L) are mean $\pm$ SD; n=3 independent experiments, two-way ANOVA with Bonferroni's multiple comparison post-test, ns, not significant, *p < 0.05, **p < 0.01, ***p < 0.001. (H, K and M) represent three independent experiments.

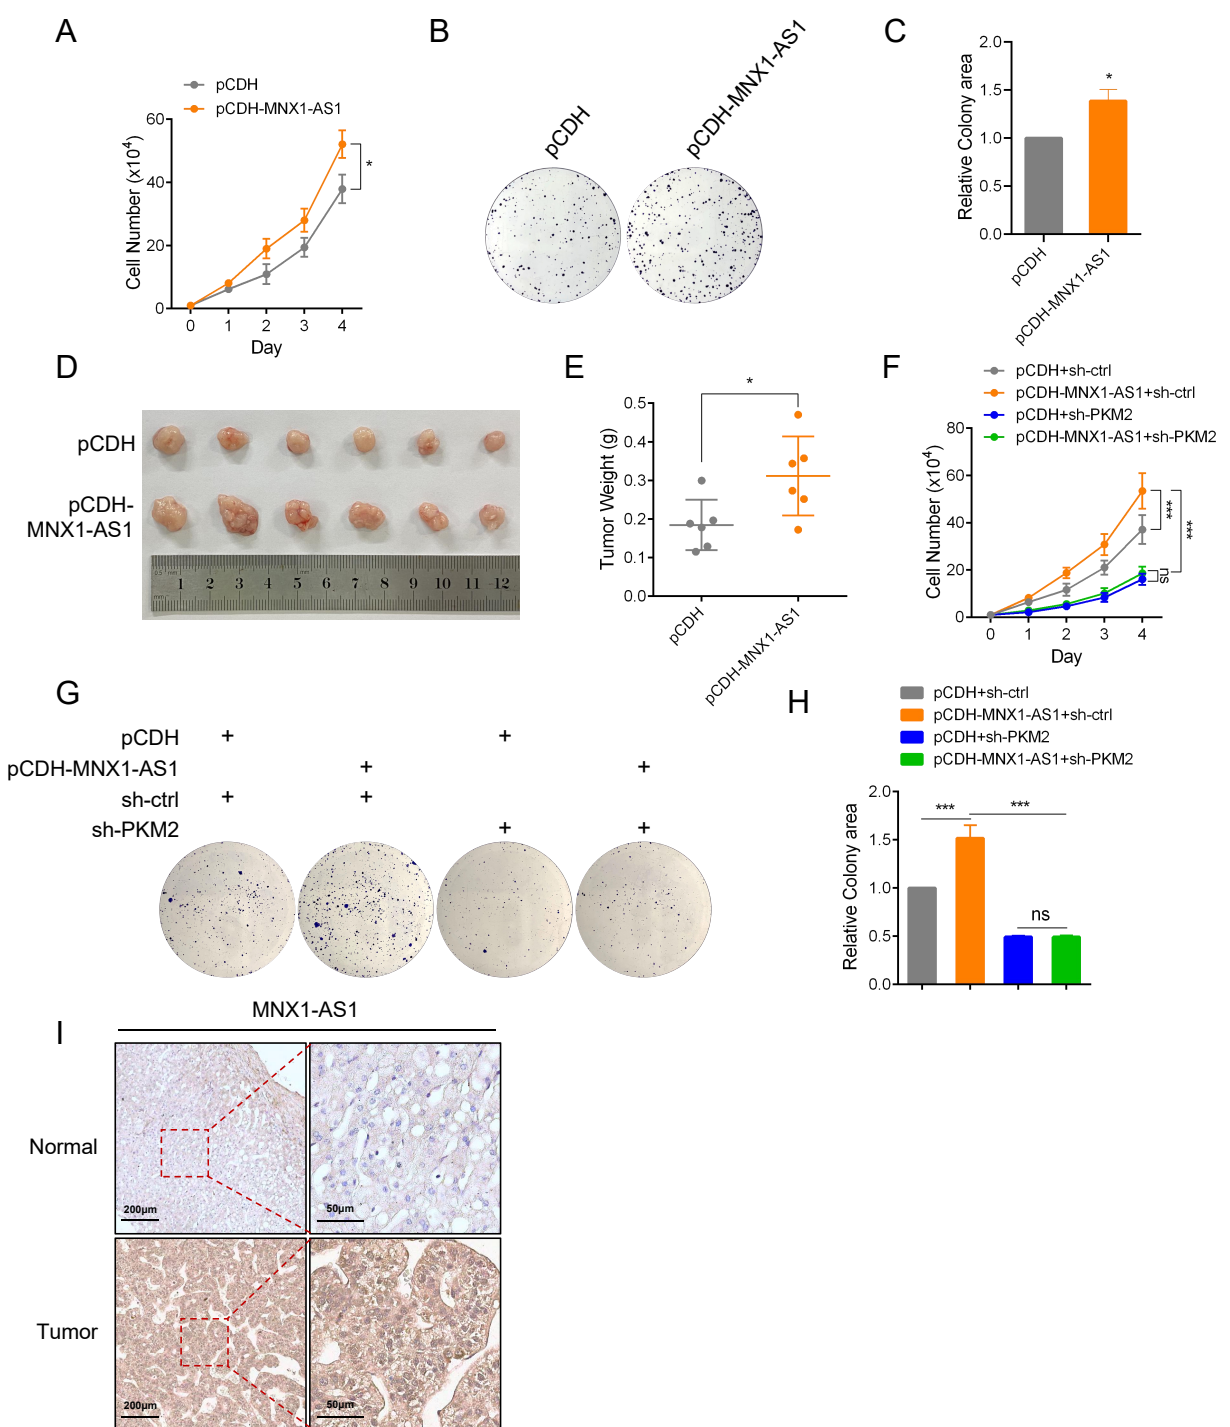

Fig. S7 Biological implications of MNX1-AS1 in tumorigenesis

A-C. Cell proliferation rates were compared by cell number determination (A) or clonogenic assays (B and C) in Huh7 cells stably expressing pCDH or pCDH-MNX1-AS1. Data are shown as mean $\pm$ SD; $n=3$ independent experiments, two-tailed paired Student's t test, $*p < 0.05$.

D and E. Comparison of the growth of Huh7 xenografts stably expressing pCDH or pCDH-MNX1-AS1 (D) along with final tumor weights after dissection (E). Data are shown as mean $\pm$ SD; $n=6$ mice per group, two-tailed Student's t -test, $*p < 0.05$.

F-H. Cell proliferation rates were compared by cell number determination (F) or clonogenic assays (G and H) in Huh7 cells infected with sh-ctrl or sh-PKM2 lentiviruses were subjected to infection of pCDH control or pCDH-MNX1-AS1 lentiviruses. (F and H) are mean $\pm$ SD; $n=3$ independent experiments, two-way ANOVA with Bonferroni's multiple comparison post-test, ns, not significant, $***p < 0.001$.

I. In situ hybridization showing higher MNX1-AS1 expression in tumors compared to adjacent normal tissues ($n=75$), (I) showing the representative in situ hybridization staining.

How the deposited data were processed for this re-analysis (not part of the article)

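RNA-seq of HepG2 cells was analysed from 6 libraries, 3 labelled sh-ctrl and 3 labelled sh-MNX1-AS1. The labels name lentiviral infection and a SMARTer kit for mRNA. The table the authors deposited holds raw counts per gene, which are whole numbers, for 60612 genes and each library. It also holds FPKM values computed by the authors, and in the 5 columns that name a library each value equals the count divided by the gene's exonic size and the library's total count, on the FPKM scale, within 0.0051. The FPKM column of the sh-MNX1-AS1 group that names no replicate, 1 column in all, was not used, and FPKM were computed from the counts by that formula in every library. No line of the table lacks a gene, and 31065 genes have no count in any library. The aligner, the counter, the annotation and the use of strand are not given in the sources used here. The submitters' processing notes name GRCm38, mm10 and hg18. Of 58394 genes shared with GENCODE release 29, 77.0% have the same start and end there, on GRCh38, and coordinates are printed on that build.
Total counts per library ranged from 17283243 to 18764765 in sh-ctrl (median 18198556) and from 14566184 to 15762523 in the libraries labelled sh-MNX1-AS1 (median 15055351). No libraries were identical, and all pairs within a group differed by more than the sampling noise. The pairs with sh-ctrl replicate 3 differed most. Their mean squared difference per gene, as a multiple of sampling noise, was 18.0 against sh-ctrl replicate 1 and 27.0 against sh-ctrl replicate 2. In the other pairs within a group it was 2.46 to 4.55. Conditions and replicate numbers come from the sample labels. Numbers 1 and 2 of sh-MNX1-AS1 are also the names of the paper's 2 shRNAs, so libraries counted as replicates may carry different shRNAs.
Counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM scaling, filterByExpr with a minimum count of 10, robust quasi-likelihood fit on condition alone), with Benjamini-Hochberg adjustment and a threshold of 0.05. The test was planned for counts, with limma on FPKM as the plan had the table held FPKM alone. For MNX1-AS1, LDHA, PDK1 and SLC2A1 an exact permutation test of the normalized counts was added. Gene lists were tested with camera of limma 3.58.1, with a preset correlation of 0.01 and with an estimated correlation, and with fry, which asks whether the genes of a list move one way on balance and compares them with no other genes. The enrichment of the glycolysis list followed the signal-to-noise ranking shown in Fig. 6E, with weight 1, a minimum SD of 0.2 of the mean and 10000 random gene sets (python 3.11.15, numpy 2.4.6, pandas 2.3.3). The 34 gene lists, the tests and the rule for named genes were fixed before the data were examined. Both the glycolysis list and the other lists were written from memory of the pathways, and members may differ from published sets. The genes named are those the paper names, the 10 largest rises and 10 largest falls past the test with a mean of at least 1 FPKM and no overlap between groups, up to 4 members of each list with the largest changes, and leading-edge members of the glycolysis list.
Alternatives were a replicate block, leaving out each library, no filter, a mean of at least 5 FPKM, DESeq2 1.42.0 and its size factors, limma without a trend, and other rankings and scalings for the enrichment. Upper-quartile scaling of the counts, levels relative to ACTB, and a correction for GC content and gene length were added after seeing the data. The correction fits, in each library, splines of 5 degrees of freedom on the GC content of each gene's longest transcript and on its length, and enters the trend as an offset. GC content was known for 99.2% of the genes tested. It also removes any real change that follows GC content or length.
The gene, list and enrichment tests and the correction were tried on simulated data drawn from these libraries' means and sizes. Of 14291 genes, edgeR called 29 of 62 genes changed by 0.5 on the log2 scale, 55 of 65 changed by 1 and 66 of 66 changed by 2, with 10 calls among 14098 unchanged genes. With a planted GC trend over 14304 genes, the uncorrected test called 7501 unchanged genes and the corrected test 10, while 165 and 162 of 197 changed genes were called. The planted trend was linear in GC content and the same in every simulated sh-MNX1-AS1 library. In the real libraries the trend also differed within groups, so this trial does not show that the correction is adequate for them. Camera, with either correlation, and fry each called the planted list and 2 of 33 other lists, the nuclear pore members and the glycolytic enzymes, which share genes with the planted list. The running-sum permutation test gave p = 0.00024 for a planted list and a p under 0.05 for 6 of 200 random lists. The simulated genes were drawn independently, so these trials do not show how often lists of correlated genes are called falsely. In the real libraries the estimated correlation was 0.86 for the mitochondrial transcripts and 0.85 for the ribosomal protein genes. Gene-level counts do not separate the PKM1 and PKM2 isoforms of PKM.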

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

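The correction for GC content and gene length, the random lists matched on GC content, length and expression, and the test on HIF1A were chosen only after the results had been seen. The lists below were called by camera with its preset correlation, and the paper gives no RNA-seq result for them, although it describes nuclear PKM2 as a coactivator of HIF-1α. Camera called 13 of 34 lists with that correlation and 2 with an estimated one, the targets of hypoxia-inducible factor 1 and of p53, and with the preset correlation the highest count in the other splits of the libraries was 9; the 10 splits are too few for a share under 0.05.
Of 29 tested targets of hypoxia-inducible factor 1, 25 were lower in the libraries labelled sh-MNX1-AS1 and 4 did not pass the test (25 lower also when adjusted over the list alone), with a median log2 fold change of −1.36 (camera adjusted p = 2.5e-20, and adjusted p = 0.016 with an estimated correlation), among them PLOD2 and LOX, which modify collagen, at −2.59 and −2.31 (−1.53 and −1.61 with the trend on GC content and gene length removed). A trend on GC content and gene length, or the difference in depth, is argued against as the whole source, since the median was −1.25 with that trend removed and −1.36 with each library thinned to the smallest total. HIF1A had a log2 fold change of −0.78 (standard error 0.11), but 0.10 with the trend removed, so the trend leaves open whether HIF1A mRNA was lower, and with it whether that is a source of the lower targets. A candidate explanation is a difference in oxygen supply or cell density between the cultures of the groups, which was not tested. An effect of MNX1-AS1 was not tested, since it was not lower, nor was an effect of the shRNA on other genes, which the design does not separate from the condition.
Among 24 targets of p53, 20 were higher and 1 was lower (20 and 1 over the list alone), with a median of 0.87 (camera adjusted p = 1.3e-11, and adjusted p = 0.025 with an estimated correlation). For 30 genes of S phase, 23 were lower and 1 was higher (24 and 1 over the list alone), with a median of −0.58 (camera adjusted p = 1.3e-05, and adjusted p = 0.095 with an estimated correlation). For 30 genes of G2 and mitosis, 20 were lower and 4 were higher (20 and 4 over the list alone), with a median of −0.85 (camera adjusted p = 7.6e-07, and adjusted p = 0.15 with an estimated correlation). The 13 tested histone genes, whose messages mostly lack a poly(A) tail, were all higher (13 over the list alone), with a median of 1.67 (camera adjusted p = 1.5e-06, and adjusted p = 0.062 with an estimated correlation). Ribosomal protein genes were higher in 30 and lower in 1 of 43 (30 and 1 over the list alone), with a median of 0.53 (camera adjusted p = 6.8e-06, and adjusted p = 0.58 with an estimated correlation), 0.33 with the trend removed and 0.25 in matched random lists. Nuclear genes of oxidative phosphorylation were higher in 32 and lower in 2 of 42 (32 and 2 over the list alone), with a median of 0.42 (camera adjusted p = 2.5e-05, and adjusted p = 0.42 with an estimated correlation). Genes of cholesterol synthesis were higher in 15 and lower in 3 of 23 (15 and 3 over the list alone), with a median of 0.37 (camera adjusted p = 7.9e-05, and adjusted p = 0.095 with an estimated correlation), 0.58 with the trend removed and 0.25 with a mean of at least 5 FPKM. The nuclear pore members had a median of −0.64 (camera adjusted p = 0.0056, and adjusted p = 0.35 with an estimated correlation), which went to −0.16 with the trend on GC content and length removed (camera adjusted p = 0.11). The median was −0.30 in matched random lists, without that removal. Mitochondrial transcripts were higher in 9 of 13 (9 over the list alone), with a median of 0.35 (camera adjusted p = 0.033, and adjusted p = 0.63 with an estimated correlation). The median was 0.23 without sh-ctrl replicate 3, and the call was lost without sh-MNX1-AS1 replicate 3 (adjusted p = 0.055) and with a mean of at least 5 FPKM (median 0.23, adjusted p = 0.19). Hepatocyte genes were higher in 12 and lower in 3 of 26 (11 and 3 over the list alone), with a median of 0.18 (camera adjusted p = 0.033, and adjusted p = 0.36 with an estimated correlation). This is no more than in matched random lists (median 0.19), and the median was 0.081 with the trend removed. The call was lost without sh-ctrl replicate 1 (adjusted p = 0.051) and with a mean of at least 5 FPKM (median 0.10, adjusted p = 0.14). Of 16 fibroblast markers listed, 4 could be tested, and the others had too few counts. The 4 tested, TAGLN, ACTA2, S100A4 and PDGFRB, were all higher (4 over the list alone), with a median of 1.25 (camera adjusted p = 2.1e-05, and adjusted p = 0.10 with an estimated correlation). The median was 0.82 with the trend removed, 2.09 with no filter and 1.99 with a mean of at least 5 FPKM. The last 2 are over the members that each filter kept, so they are not medians of the same markers. PDGFRB lost its call without sh-ctrl replicate 3 (adjusted p = 0.051), without sh-MNX1-AS1 replicate 1 (adjusted p = 0.095) and with the correction (adjusted p = 0.22).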

How the results depend on the processing

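Upper-quartile scaling of the counts, levels relative to ACTB, and the correction for GC content and gene length were chosen only after the data had been seen. LDHA and PDK1 kept their direction and passed edgeR's test, or the tool that replaced it, under every alternative that gave a value. Leaving out 1 library gave log2 fold changes of −1.04 to −0.98 for LDHA, −2.59 to −2.28 for PDK1, −0.12 to −0.017 for SLC2A1, −0.29 to −0.12 for PKM, −0.14 to 0.026 for KPNA1 and 0.37 to 0.72 for MNX1-AS1. It gave 8576 to 9736 changed genes, 12 to 17 lists past camera and normalized enrichment scores of −1.38 to −1.29 for the glycolysis list. SLC2A1 and PKM passed without sh-ctrl replicate 3, MNX1-AS1 passed without sh-MNX1-AS1 replicate 1, and the sign of KPNA1 turned without sh-MNX1-AS1 replicate 3; the cause was not tested. With a mean of at least 5 FPKM, 6406 genes were tested, and fewer were called because fewer were tested (4896, of which 2464 higher and 2432 lower). SLC2A1 (−0.16) and PKM (−0.29) then passed and CCND1 was at −0.011. Scaling was recomputed on the genes kept. Other named genes moved down by like amounts, YBX1 from −0.15 to −0.27, PARP1 from −0.15 to −0.28 and GAPDH from 0.29 to 0.17. These calls thus go with a shift of the scale and are no separate evidence that SLC2A1 or PKM was lower. PDK1 and MNX1-AS1 lay under that filter and have no value. With the GC and length correction, SLC2A1 (−0.29) and PKM (−0.31) passed, and the sign turned for MNX1-AS1 (−0.19), KPNA1 (0.70), MNX1 (−0.26), PKLR (−0.11), HIF1A (0.10), CTNNB1 (0.14), COMMD8 (0.47), GAPDH (−0.30), SEL1L (0.061) and NOTUM (−0.16), by the construction of the correction. Relative to ACTB, with each library scaled to its ACTB count, SLC2A1 (−0.74) passed and the sign of MNX1-AS1 turned (−0.11), because ACTB itself rose. A separate list of glycolytic enzymes, which includes the lactate dehydrogenases, scored −0.77 and was not called. The enrichment score of the glycolysis list lost its call without nuclear pore members (−0.97) and without sh-ctrl replicate 2 (−1.29, p = 0.059 by permutation of gene sets). It also lost it with upper-quartile scaling of FPKM (−1.12) and with the GC and length correction (−1.07). Camera gave p = 0.054 and, with an estimated correlation, p = 0.068. The cause was not tested. The score kept its call among genes with a mean of at least 1 FPKM (−1.61), with quantile normalization of FPKM (−1.38), and ranked by limma's t (−1.44) or log2 fold change (−1.39). The lists past the test were 2 with an estimated correlation and 29 with fry, which asks another question. Among the other results, 2094 values of named genes kept their direction and side of the threshold. Another 38 lost their call, 16 gained one and 9 turned their sign. For the lists that camera called before any alternative, 5 medians lost their call. Lists not called there were not compared. With the GC and length correction some of them gained a call in camera with the preset correlation. Among these were the glycolytic enzymes (adjusted p from 0.87 to 0.011) and the Wnt targets (0.29 to 0.0018). The median of the MYC targets turned from 0.085 to −0.045. A replicate block called 8867 genes and ended the calls of GAPDH (0.30, adjusted p = 0.056) and MNX1 (0.34, adjusted p = 0.062), but libraries with the same number did not deviate together (correlations of −0.07, −0.09 and −0.22), so they share only a number, and not every library correlated best with its own number. The pseudocounts of log2(FPKM + 0.1) and log2(FPKM + 0.01) and the scalings of FPKM for the gene test were not run, because counts were tested. Depth limits MNX1-AS1, at 24 to 46 counts per library.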

Differences from the paper's values

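Levels relative to ACTB and the correction for GC content and gene length were chosen only after the values had been seen. A level is said to differ from the paper's where both of the following hold. The values lie further apart than the SD of the libraries labelled sh-MNX1-AS1, as a share of the sh-ctrl mean. One value is more than 1.5 times the other. This SD leaves out the spread in sh-ctrl and any error of the paper's values. Levels that do not differ by this rule can still be apart. MNX1-AS1 in the libraries labelled sh-MNX1-AS1 was 1.5 times its level in sh-ctrl, and the paper's qPCR gives about 0.05 and about 0.10 for the 2 shRNAs in Fig. 3B, read by eye. The lower bound of the 95% interval of the log2 fold change was 0.016. Every alternative set before the data were examined that gave a value differs too, and so do the level relative to ACTB (0.924) and the corrected level (0.876).
PDK1 was 0.189 of its level in sh-ctrl, and the paper's qPCR gives about 0.40 and about 0.43 in Fig. 6C, read by eye; both are falls. Every alternative set before the data were examined that gave a value differs too. With the correction for GC content and gene length, chosen after seeing the values, the level was 0.345 and no longer differs by the rule, but LDHA was then 0.644, which differs from the paper's about 0.42 for sh-MNX1-AS1-1 and by a small margin does not from about 0.43 for sh-MNX1-AS1-2 in Fig. 6C, read by eye.
SLC2A1 (GLUT1) was 0.976 of its level in sh-ctrl, and the paper's qPCR gives about 0.42 and about 0.45 in Fig. 6C, read by eye. Every alternative set before the data were examined differs too. Under 2 kinds of these, without sh-ctrl replicate 3 (0.922) and with a mean of at least 5 FPKM (0.895), SLC2A1 passed the test as lower. With that filter the scaling was recomputed on the genes kept, and other named genes moved down by like amounts. SLC2A1 also passed as lower with the correction chosen after seeing the values (0.821). Relative to ACTB, the reference of the paper's qPCR, also chosen after seeing the values, the level was 0.600, above both of the paper's values but within 1.5 times of them, and no longer differs by the rule, while PDK1 was 0.115 and still differs.
The level of LDHA, 0.503, is a fall as in the paper, above its values but within 1.5 times of them. The normalized enrichment score of −1.35 is not counted as a difference from about −1.3 in Fig. 6E, read by eye, with a tolerance of 0.05 that was chosen after seeing the values. The paper concludes that MNX1-AS1 acts positively on the expression of many key genes of glycolysis; in the libraries labelled sh-MNX1-AS1, 5 of 22 tested enzymes were lower and 8 were higher, with LDHA and HK2 among the lower (camera adjusted p = 0.87). With the correction for GC content and gene length, chosen after seeing the values, 11 were lower and 2 were higher. Camera then gave adjusted p = 0.011 with the preset correlation, the only one run after the correction. LDHA and PDK1 kept their call and SLC2A1 gained one. The enrichment score of the glycolysis list then lost its call (p = 0.33 by permutation of gene sets). Camera with the preset correlation called that list (adjusted p = 0.042, and 0.12 without the correction).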

Other observations

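The correction for GC content and gene length and the 3 tests on MNX1-AS1 were chosen only after the results had been seen. Single genes of several lists outside glycolysis differed in the libraries labelled sh-MNX1-AS1, and of the lists named here only the p53 targets passed camera with an estimated correlation (adjusted p = 0.025). Of the p53 targets, TP53I3 had a log2 fold change of 2.35 (standard error 0.11), CDKN1A, which encodes the inhibitor p21 of cyclin-dependent kinases, 1.78 (standard error 0.098) and BTG2, which holds back proliferation, 1.67 (standard error 0.092). In the lists of the cell cycle, which lost their call with an estimated correlation (adjusted p = 0.095 for S phase and 0.15 for G2 and mitosis), 23 of 30 genes of S phase and 20 of 30 of G2 and mitosis were lower (24 and 20 over the list alone). TOP2A, the topoisomerase of dividing cells, was at −2.16 (standard error 0.13), CENPF, of the kinetochore, at −2.07 (standard error 0.15) and CLSPN, of the replication checkpoint, at −1.41 (standard error 0.12). With the correction they were at −1.39, −1.31 and −1.01. In cholesterol synthesis, which also lost its call (adjusted p = 0.095), TM7SF2 and MVD were at 1.60 (standard error 0.096) and 1.42 (standard error 0.089), and at 0.99 and 0.87 with the correction. STARD4, which carries cholesterol, was at −1.06 (standard error 0.13), but at −0.047 with the correction (adjusted p = 0.60). SREBF1 and SCD, of fatty acid synthesis, fell by 1.68 (standard error 0.089) and 0.75 (standard error 0.086) on the log2 scale. Their list had 7 lower and 3 higher of 13 (7 and 3 over the list alone). For it camera gave adjusted p = 0.15, and 0.54 with an estimated correlation. With the correction and the preset correlation camera gave adjusted p = 0.0058. Among immediate-early genes FOS was at −2.20 (standard error 0.23) and FOSL1 at 1.88 (standard error 0.11; 1.21 with the correction), in a list with 10 higher and 7 lower of 22 (10 and 7 over the list alone; camera adjusted p = 0.29).
PKM, whose PKM2 product the paper studies, had a log2 fold change of −0.17 (95% interval −0.39 to 0.044, adjusted p = 0.15 from edgeR), and −0.29 without sh-ctrl replicate 3 (adjusted p = 1.7e-06). KPNA1, which encodes importin α5, was at −0.065 (95% interval −0.29 to 0.16, adjusted p = 0.61 from edgeR) and at 0.70 after the correction for GC content and length (adjusted p = 9.9e-07). ACTB, the reference of the paper's qPCR, was at 0.70 (standard error 0.095, adjusted p = 1.1e-05 from edgeR) and at 0.36 after that correction, and GAPDH was at 0.29 (adjusted p = 0.023) and at −0.30 after that correction. GAPDH was at 0.17 without sh-ctrl replicate 3. Its call was lost under several alternatives, among them without sh-MNX1-AS1 replicate 2 (adjusted p = 0.057), without sh-MNX1-AS1 replicate 3 (adjusted p = 0.11), with a mean of at least 5 FPKM (0.17, adjusted p = 0.092) and in limma without a trend (adjusted p = 0.067). Markers of the packaging line HEK293T were lower in 2 and higher in 1 of 4 (2 and 1 over the list alone; camera adjusted p = 0.31), those of endothelium higher in 2 of 4 (2 over the list alone; camera adjusted p = 0.31), and those of immune cells higher in 2 and lower in 1 of 7 (2 and 1 over the list alone; camera adjusted p = 0.69).
MNX1-AS1 was not lower in the libraries labelled sh-MNX1-AS1, while the paper's qPCR and its Northern blot in Fig. 1E show a fall. The depth argues against a hidden fall as large as in Fig. 3B, since the lower bound of the 95% interval of the log2 fold change was 0.016, and −0.71 with the trend on GC content and gene length removed. Exchanged labels of the groups with a fall of that size are argued against by the upper bound, 1.14. A smaller fall hidden by the trend stays open, and so do a loss of knockdown in the sequenced cultures and other cells under these labels, which were not tested.
Of 14516 genes, 9531 were past the test in the real split, and 1 of 10 splits of the libraries, the real one, gave as many. The highest other split gave 0. Each other split mixes libraries of both conditions, so a difference between the conditions adds to the spread within its groups. The 0 is therefore no separate evidence, and the splits are too few for a share under 0.05. Depth is argued against as the whole source of the 9531 genes (9399 genes with each library thinned to the smallest total). So are a few abundant genes (9524 genes without the mitochondrial transcripts and the 10 genes with the most counts). After the correction for GC content and gene length 8417 genes passed, but only 5615 genes were called in the same direction before and after it. The correction also adds calls, such as KPNA1 (adjusted p from 0.61 to 9.9e-07 in edgeR). The 8417 genes thus do not decide how much of the count the trend made. The 5615 are calls that the trend as fitted does not account for. A trend on GC content is a candidate source of part of the count, since libraries of the same group also differed along GC content (Spearman's rho of −0.60 in the pair with the largest). A difference in library preparation between the groups cannot be told apart from the condition, because the labels name no batch. The enrichment score of the glycolysis list was −0.603 in the real split and −0.510 in the highest other, where again 10 splits are too few for a share under 0.05.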
